# AIP1 Regulates Ocular Angiogenesis Via NLRP12‐ASC‐Caspase‐8 Inflammasome‐Mediated Endothelial Pyroptosis

**DOI:** 10.1002/advs.202405834

**Published:** 2024-11-11

**Authors:** Yonghao Li, Yimeng Sun, Dasen Xie, Hui Chen, Qi Zhang, Shaochong Zhang, Feng Wen, Jing‐Song Ou, Min Zhang, Lishi Su, Xuri Li, Wei‐Ping Wen, Wei Chi

**Keywords:** inflammasome, pyroptosis, retina neovascularization

## Abstract

Pathological ocular angiogenesis is a significant cause of irreversible vision loss and blindness worldwide. Currently, most studies have focused on the angiogenesis factors in ocular vascular diseases, and very few endogenous anti‐angiogenic compounds have been found. Moreover, although inflammation is closely related to the predominant processes involved in angiogenesis, the mechanisms by which inflammation regulates pathological ocular angiogenesis remain obscure. In this study, a vascular endothelial cells (VECs)‐specific anti‐angiogenic factor is identified, apoptosis signal‐regulating kinase 1(ASK1)‐interacting protein‐1 (AIP1) as a key pathogenic regulator in a typical ocular angiogenesis model, oxygen‐induced retinopathy (OIR), using single‐cell RNA sequencing. It is demonstrated that AIP1 inhibited pathological angiogenesis by preventing a particular inflammatory death pathway, namely pyroptosis, in retinal VECs. The assembly of a noncanonical inflammasome is further uncovered, the NLRP12–ASC‐caspase‐8 inflammasome, which is promoted by decreased AIP1 in OIR. This inflammasome elicited gasdermin D (GSDMD)‐dependent endothelial pyroptosis, which in turn promoted the release of vascular endothelial growth factor (VEGF) and interleukin (IL)‐1β. Suppression of NLRP12–CASP8–GSDMD axis and AIP1 upregulation reduced VEGF signaling, limiting new vessel formation. These findings reveal a previously uncharacterized inflammatory angiogenic process involving VECs pyroptosis‐inducing retinal neovascularization, paving the way for promising therapeutic avenues targeting angiogenesis via AIP1 or pyroptosis.

## 1 Introduction

Pathologic angiogenesis is one of the leading causes of blindness in many eye diseases across all age groups worldwide, such as retinopathy of prematurity (ROP), diabetic retinopathy (DR), and retinal vein occlusion (RVO), all characterized by an uncontrolled retinal vessel growth due to tissue hypoxia and nutrient deprivation. Pathologic retinal angiogenesis is a chronic and progressive process, typically initiated by ischemia or hypoxia due to vessel loss, which subsequently enhances the production of pro‐angiogenic vascular endothelial growth factor (VEGF), leading to excessive vessel formation that interferes with retinal light detection.^[^ ^1^ ^]^ The precise mechanisms by which retinal ischemia or hypoxia induces neovascularization are poorly understood. Moreover, targeted anti‐VEGF treatments are not always effective and have raised safety concerns, such as inhibiting normal vascularization, neuron survival, low efficacy in the later phase of retinal neovascular diseases, and serious complications like an increased risk of thromboembolic events.

Robust evidence suggests that inflammation is actively involved in pathologic angiogenesis across various ocular diseases.^[^ ^2^, ^3^, ^4^ ^]^ Our previous study demonstrated the critical role of Toll‐like receptor 4 (TLR4) in neuroinflammation associated with retinal ischemia‐reperfusion injury by promoting the activation of the NLRP1/NLRP3 inflammasome, which in turn converts immature interleukin (IL)‐1β into its mature pro‐inflammatory form.^[^ ^5^ ^]^ Meanwhile, clinical practices have started incorporating anti‐inflammatory treatments into therapeutic regimens for retinal neovascularization (RNV) diseases. Biochemical factors under hypoxic conditions, such as growth factors and inflammatory factors, are key contributors to vascular endothelial cells (VECs) dysfunction.^[^ ^6^, ^7^ ^]^ In an inflammatory environment, VECs serve as active participants and inflammation regulators. Elucidating the regulatory mechanisms of VECs dysfunction is of significant scientific importance for modulating inflammatory responses and maintaining VECs function.^[^ ^8^ ^]^

Endogenous anti‐angiogenic factors could represent promising therapeutic options for treating pathologic retinal angiogenesis. In the present study, we identified one such factor, the endogenous anti‐angiogenic factor, apoptosis signal‐regulating kinase 1–interacting (ASK1‐interacting) protein‐1 (AIP1), in the VECs of oxygen‐induced retinopathy (OIR) mice using single‐cell RNA sequencing (scRNA‐seq). VECs dysfunction is the initial event and a predictive marker for RNV.^[^ ^9^, ^10^ ^]^ The urgent need to develop endogenous anti‐angiogenic factors to suppress pathological vessel growth while promoting normal vessel growth led us to investigate the potential roles and mechanisms of AIP1 in regulating VEC dysfunction under hypoxic conditions.

Under physiological conditions, angiogenesis is regulated by the balance between VEGFA and VEGFB binding to VEGF receptor 1 (VEGFR1) and VEGF receptor 2 (VEGFR2). The affinity of VEGFR1 for VEGFA is 10‐fold higher than that for VEGFR2,^[^ ^11^ ^]^ but VEGFA binding to VEGFR1 does not appear to activate downstream angiogenic effectors, indicating that VEGFR1 acts as a decoy receptor, limiting angiogenesis through VEGFA scavenging.^[^ ^12^ ^]^ Alternatively, VEGFB binds exclusively to VEGFR1, and VEGFB overexpression accelerates new vessel formation by competitively occupying VEGFR1 sites, thereby increasing VEGFA–VEGFR2 signaling.^[^ ^13^ ^]^ Additionally, AIP1 has been suggested to interact with the VEGFR2 complex to inhibit VEGFA–VEGFR2 signaling.^[^ ^14^ ^]^ However, the mechanisms regulating AIP1 expression and its effects on VEGF signaling are still unclear.

In addition to VEGF signaling, AIP1 has been shown to suppress TLR4‐MyD88 inflammatory signaling in lipopolysaccharide (LPS)‐stimulated VECs.^[^ ^15^, ^16^, ^17^ ^]^ These findings have spurred intense efforts to develop direct anti‐inflammatory treatments for pathogenic angiogenesis, but currently, there are no effective agents in clinical practice. Given the pivotal role of TLR4 in neuroinflammation, we hypothesized that AIP1 may regulate inflammatory angiogenesis and VEGF signaling in the early stage of the disease, thus providing a potential therapeutic target. IL‐1β has also been implicated in the induction of VEGFA production, thereby serving as a molecular link between inflammation and angiogenesis.^[^ ^18^, ^19^, ^20^ ^]^ Furthermore, the inflammasome also drives inflammation‐associated cell death known as pyroptosis through cleavage of the protein gasdermin D (GSDMD), leading to the release of a pore‐forming N‐terminal product and osmotic cell lysis.^[^ ^21^ ^]^ Despite the known contribution of inflammatory signaling to pathogenic retinal angiogenesis, there is a lack of studies on the potential roles and underlying mechanisms of pyroptosis in pathologic angiogenesis. The NLRP3 inflammasome has been proposed to exert dual functions in age‐related macular degeneration (AMD), with activation associated with both drusen in dry AMD‐like injury and the prevention of neovascularization in wet AMD.^[^ ^22^ ^]^ Lukens, Udden, and our group also reported that the newly identified inflammasome NLRP12 acts as a critical mediator of autoinflammatory disease, tumor progression, and pathogen infection.^[^ ^23^, ^24^, ^25^ ^]^ However, neither its involvement in pyroptosis nor regulation by AIP1 has been examined.

In this study, we utilized scRNA‐seq, in vitro hypoxia model, and a murine OIR model to identify a novel VECs pyroptosis pathway mediating inflammatory angiogenesis, as well as a critical protective role for AIP1, which serves as a dual‐target for anti‐inflammatory and anti‐angiogenic strategies in RNV diseases.

## 2 Materials and Methods

### 2.1 Establishment of a Murine OIR Model

AIP1^−/−^ mice were generated by the Model Animal Research Center at Nanjing University (Nanjing, China). GSDMD^−/−^, NLRP12^−/−^, and CASP8^+/−^ mice were generated by the GemPharmatech (Nanjing, China). The strains were bred as heterozygotes and genotyped by PCR and sequencing. Wild‐type (WT) littermates were used as controls. Each pregnant female was placed in a separate cage and was observed daily to record the day of birth (postnatal day (P)0). Body weights of pups from different strains were recorded at P7 (**Table** **1**). Then, neonatal mice and their nursing mothers were exposed to 75% oxygen for 5 consecutive days, followed by another 5 consecutive days of normoxic exposure, and sacrificed at P17. All procedures involving animals were conducted strictly by the Association for Research in Vision and Ophthalmology (ARVO) Statement for the Use of Animals in Ophthalmic and Vision Research. All animal experiments were formally reviewed and approved by the Animal Care and Ethics Committee of the Zhongshan Ophthalmic Center (Approval number: O2021014). All efforts were made to ensure the welfare and alleviate the suffering of animals.

**Table 1:** Body weights of different mouse strains on day 7 after birth.

Mouse strains	WT	GSDMD KO	NLRP12 KO	CASP8 ^+/−^	AIP1 KO
Body weights(g)	3.113 ± 0.1848	3.108 ± 0.182 ^N.S.^	3.049 ± 0.1737 ^N.S.^	3.095 ± 0.1846 ^N.S.^	3.049 ± 0.1564 ^N.S.^

Data are presented as the mean ± SD (n = 8). N.S., not significant. ^*^ *p* < 0.05.

### 2.2 Cell Isolation for scRNA‐seq

Retinas were extracted from OIR model mice and normal postnatal day P17 sex strain mouse pups and incubated in dissociation buffer containing 1 mg mL^−1^ hyaluronidase (Sigma, H3506) and 20 000U mL^−1^ DNase I (Sigma, DN25) for 15 min at 37 °C. Enzymatic digestion was quenched by the addition of Dulbecco's Modified Eagle Medium (DMEM, Gibco) supplemented with 10% fetal calf serum (FCS, 10270106, Gibco). Digested retinas were triturated in 1 mg mL^−1^ hyaluronidase into a single cell suspension and were then resuspended at ≈900 000 mL^−1^ in phosphate‐buffered saline plus triton X (PBST) containing 1% FCS.

### 2.3 10X Genomics scRNA‐seq

A 15‐µL volume of the single‐cell suspension prepared as described (≈8000–9000 cells) was loaded into one channel of the ChromiumTM Single Cell B Chip (10X Genomics, 1000073). The Chromium Single Cell 3’Library & Gel Bead Kit v3 (10X Genomics, 1000075) was used for single‐cell barcoding, cDNA synthesis, and library preparation following the manufacturer's instructions (Single Cell 3’ Reagent Kits User Guide Version 3). Libraries were sequenced (150‐bp paired‐end reads) using an Illumina NovaSeq 6000 system.

Demultiplexing, alignment to the GRCh38 reference, and quantification of sequencing reads were performed for each sample using Cell Ranger (Version 3.0.2) with the default parameters. 

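The deposited matrices list 31053 genes by mouse Ensembl identifier and symbol, and the header of each matrix gives software version 3.1.0. Gene positions in the added passages were taken from a mouse annotation on build GRCm38.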

The filtered gene‐barcode matrices for single cells were analyzed using Seurat (V3) following the tutorial at https://satijalab.org/seurat/v3.2/integration.html. Samples with more than 20% mitochondrial genes and fewer than 500 or greater than 5000 detected genes were filtered out. Both Control and OIR datasets were collected from three biological replicates. 

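The deposited matrices held 47631 barcodes over the 6 samples. Fewer than 500 genes were detected in 7189 barcodes, more than 5000 genes in 427, and more than 20% of counts came from mitochondrial genes in 2624, with some barcodes over several limits. This filter left 38569 cells, 19028 in the OIR group and 19541 in the control group. Without the upper limit on genes 38995 cells were left, and with a mitochondrial limit of 10% 33842 cells were left.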

Each sample contained different distributions of major cell types depending on the enrichment method and individual variation. 

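In the deposited data, cells were clustered and the clusters were named by marker genes as "-like" cell types. Rod-like cells made up 47.2% of the cells kept in OIR replicate 1, 72.7% in OIR replicate 2 and 78.2% in OIR replicate 3. The same share was 32.1% in control replicate 1, 80.5% in control replicate 2 and 86.5% in control replicate 3. Both replicate 1 samples thus held fewer rods than the other samples of their group. The mean share of rod-like cells was 66.0% ± 16.5 (SD, n = 3) in the OIR group and 66.4% ± 29.8 (SD, n = 3) in the control group, a difference far smaller than the spread between replicates.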

To reduce this batch effect, we integrated two datasets using the canonical correlation analysis (CCA) included in the Seurat packages. After PCA to reduce dimensionality and build k‐nearest neighbor graphs (k = 20) of the cells based on Euclidean distance in 15‐D PC space, the main cell cluster was identified using the Louvain‐Jaccard graph‐based method. Filtered cells were classified using the FindClusters function in Seurat with clustering parameter resolution set to 0.5. Next, the RunUMAP function in Seurat was used to reduce high‐dimensional data into two dimensions (2D) for visualization. Last, marker genes for each cluster were identified and matched them with well‐known classes. Wilcoxon rank‐sum test is employed to compare gene expression levels across different cell populations, identifying genes with significant differences in expression. Visualization of these differences is facilitated through volcano plots. Utilizing Seurat, violin plots are generated based on previously defined cell populations, illustrating the distribution of target gene expression levels within each cluster. The gene set enrichment analysis (GSEA) software (version 3.0, available at http://www.broadinstitute.org/gsea) was utilized to conduct GSEA based on the single gene AIP1. Visualization of the enriched pathways and functional gene sets associated with variations in AIP1 expression was achieved through the use of ridge plots.

### 2.4 Reagents and Antibodies

The following antibodies were used for western blotting (WB), co‐immunoprecipitation (co‐IP), and immunofluorescence (IF) staining as listed in **Table** **2**.

**Table 2:** The antibodies used in the article.

Antibody	Supplier	Item	Dilution ratio
anti‐VEGFA	ABclonal	#A5708	1:500
anti‐VEGFR2	ABclonal	#A5609	1:500
anti‐NLRP12	ABclonal	#A6671	1:500
anti‐AIP1	ABclonal	#A9572	1:500 for WB
anti‐AIP1	Santa Cruz	#sc‐365921	1:100 for co‐IP
anti‐CASP8	Cell Signaling Technology	#8592S	1:100 for IF
anti‐CASP8	Cell Signaling Technology	#9746S	1:500 for WB 1:100 for co‐IP
Anti‐GSDMD	Abcam	#ab210070	1:1000 for WB
Anti‐HIF‐1α	ABclonal	#A22041	1: 1000
anti‐IL1β	ABclonal	#A1112	1:200
anti‐IL‐1β	eBioscience	#16‐7018‐81	1:200
anti‐CD31	BD	553370	
anti‐VEGFB	Immunoway	#YT4871	1:500
anti‐VEGFB	Santa Cruz	#sc‐80442	1:500
anti‐CASP1	ABclonal	#A0964	1:500
anti‐NLRP12	Abcam	#ab105409	1:100 for IF
anti‐ASC	Santa Cruz	#sc‐271054	IF 1:100 co‐IP 1:100 WB 1:500
anti‐NLRP12	Biotech	#NB100‐56157	co‐IP 1:100
anti‐β‐actin	Bioworld	#AP0060	1:1000
FITC anti‐mouse CD31 antibody	BioLegend	#102405	
VEGF PE‐conjugated antibody	R&D Systems	#IC2931P	
Isolectin B4	Invitrogen	#1868228	1:200
Lipofectamine 3000	Invitrogen	#1952383	
Evans blue	Sigma		

### 2.5 Assessment of Retinal Vascular Permeability

Retinal vascular permeability was assessed using the Evans blue leakage assay as previously described.^[^ ^26^ ^]^ Briefly, OIR and control mice were injected with Evans blue dye at 30 mg kg^−1^ on P17, and the dye was allowed to circulate for 2 h while the mice were placed on an electric blanket. Mice were then perfused with saline through the left ventricle to clear Evans blue from the bloodstream. Retinas were carefully removed, dried with absorbent paper, weighed, and incubated in 150 µL formamide for 18 h at 70 °C. The formamide extract was centrifuged at 14 000 g for 30 min at 4 °C, and supernatant absorbance at 620 nm was read using a spectrophotometer. The concentration of dye in the extract was measured from a standard curve of Evans blue in formamide and normalized to retinal dry weight.

### 2.6 Mouse Retina Flow Cytometry

P17 mice were sacrificed, and their eyes were enucleated. The retina was dissected from surrounding ocular tissue and preserved in a cold Hanks balanced salt solution (HBSS). Four retina samples were placed into a microcentrifuge tube containing 1 mL of digestion solution (30U mL^−1^ Papain (Worthington, #LS003126), 5.5 mm L‐cysteine (Solarbio, #C0012), 1.1 mm EDTA (Invitrogen, #AM9260G) and 3 mg mL^−1^ DNaseI (Roche, #10104159001) in HBSS) and were incubated at 37 °C for 5 min. Gentle and repeated pipetting was performed to ensure thorough tissue digestion. Digested retinas after adding 10 mL of PBS+10% FBS. The suspension was filtered through a 40 µm cell strainer and centrifuged at 500 g for 5 min at 4 °C. The cell pellet was resuspended in 1 ml of PBS+2% FBS (staining buffer) in a 5 mL FACS tube. Cell counting was performed before staining. Stain for viability (live/dead stain) by diluting the fixable viability dye (FVS) (eBioscience, #65‐0865‐14) at 1:1000 in PBS and resuspend 1.0 × 10^6^ cells in diluted 100 µL of FVS solution. Incubate the samples for 7 min at 37 °C in the dark. Following staining, cells were washed, resuspended, and subjected to double CD31/VEGF staining. Cells were stained with 0.4 ug per million FITC‐conjugated anti‐mouse CD31 antibody in 100 µL volume, incubating for 30 min at 4 °C. Intracellular VEGF was stained by 10 µL PE‐conjugated VEGF antibody (R&D Systems, #23410) after fixation and permeabilization using a Fixation/Permeabilization kit (BD Biosciences, #554715). After washing, resuspend the cells in 300 µL stain buffer and cover with foil before analysis on the flow cytometer BD LSRFortessa (BD Biosciences). Data were processed with FlowJo (FlowJo.LCC)

### 2.7 Culture, Transfection, and Hypoxia Treatment of HUVECs

Human umbilical vein endothelial cells (HUVECs) were obtained from the American Type Culture Collection (ATCC, #CRL‐1730) and grown in DMEM containing 10% FCS and 1% antibiotic mixture (penicillin and streptomycin) at 37 °C under a humidified atmosphere of 5% CO_2_ and 20% O_2_. Cells were transfected for 24 h with a small interfering RNA (siRNA) targeting human AIP1 (GGGATAGGCTAAGGAGTAA; 40 nm), CASP8(CTGGACTACATTCCGCAAA;30nm), NLRP12(GCAGGAAATTCCGGCTCAT; 30 nm), or GSDMD (GCAGGAGCTTCCACTTCTA; 50 nm) as indicated to induce knockdown or with a pAd‐AIP1 plasmid (1 g) to induce AIP1 overexpression (all from Ribobio Co.) using Lipofectamine 3000 according to the manufacturer's instructions. A negative control (NC) siRNA or an empty vector (both from Ribobio) served as the controls. Transfected HUVECs were then cultivated in serum‐free DMEM within a portable three‐gas controlled incubator (Smartor 118) under 5% CO_2_ and 1% O_2_ (hypoxia) for 12 h at 37 °C. Cells cultured in a serum‐free medium under normoxia were used as controls. Other cells were treated with the CASP1 inhibitor YVAD (30 µm, Abcam) for 24 h before hypoxia treatment. Cells were then examined by immunostaining and tube formation assays.

### 2.8 Immunofluorescence Staining

The immunostaining protocol for whole‐mount retinas was described in a previous study by Tual‐Chalot et al.^[^ ^27^ ^]^ Eyes were removed and retinal whole‐mounts were prepared for staining with an antibody targeting isolectin B4‐Alexa 488 (1:100) to assess the retinal vasculature. 12 h after hypoxia exposure, cells treated as described were fixed with 4% paraformaldehyde at room temperature for 20 min, washed three times with 1× PBS, permeabilized with 0.3% Triton‐X‐100 for 5–15 min, blocked with 3% BSA for 1 h at room temperature, and incubated with primary antibodies targeting ASC, NLRP12, or CASP8 (1:100) as indicated at 4 °C overnight (all compounds in PBS). After at least three rinses with 1× PBS, cells were incubated in the dark with corresponding secondary antibodies (1:200) for 1 h at room temperature. Images were acquired using an Olympus fluorescence microscope.

### 2.9 HUVEC Tube Formation Assay

Angiogenesis μ‐Slides (ibidi, 81506) were coated with Matrigel (BD Biosciences, #356231) and placed in an incubator at 37 °C for 30 min to form a gel layer. After hypoxic treatment, HUVECs were suspended in VEC growth medium (PromoCell, #C‐22010) at 2 × 10^5^ cells mL^−1^, and then 50 µL was added to each well of the angiogenesis μ‐Slide. After incubation for 6 h at 37 °C, Matrigel‐induced tube formation was quantified under an Olympus fluorescence microscope.

### 2.10 Western Blotting

Proteins were extracted from HUVECs or retinal tissues, separated by SDS‐PAGE, and transferred onto polyvinylidene difluoride (PVDF) membranes. Membranes were blocked with 5% skimmed milk dissolved in TBST, incubated with the indicated primary antibodies at 4 °C overnight, and then incubated with appropriate secondary antibodies at 1:10000. Immunolabeled protein bands were visualized using an enhanced chemiluminescence kit (ECL, eBioscience) and captured using an Image Lab system (Bio‐Rad, USA).

### 2.11 Co‐Immunoprecipitation (co‐IP)

Cells were incubated in Cell Lysis Buffer (Cell Signaling Technology, #9803) containing a protease inhibitor cocktail for 15 min on ice, and raw lysates were centrifuged at 14 000 g for 30 min at 4 °C to obtain supernatants. After protein quantification, the supernatants were incubated with Protein A/G‐agarose beads (Abmart, #A10001) for 10 min at 4 °C to remove nonspecific proteins re‐centrifuged to remove the beads and incubated with the indicated antibody or mouse IgG overnight at 4 °C. A 20 µL volume of Protein A/G‐agarose was added, and the mixture was incubated for 3 h at 4 °C. The beads were isolated by centrifugation, resuspended in 60–80 µL of 2× sample buffer, and boiled at 100 °C for 5 min to remove pulled‐down protein complexes. Protein complexes were then separated by SDS‐PAGE gels and detected by WB.

### 2.12 Enzyme‐Linked Immunosorbent Assay (ELISA)

Concentrations of VEGFA in HUVEC supernatants were measured using a human VEGFA ELISA kit (ABclonal Biotechnology, #RK00023) according to the manufacturer's instructions.

### 2.13 Quantitative Real‐Time PCR (RT‐qPCR)

Total RNA was isolated from HUVECs or retinal tissues using TRIzol reagent (Invitrogen) and reverse transcribed into cDNA using FastKing gDNA Dispelling RT SuperMix (TIANGEN, #KR118‐02) according to the manufacturer's instructions. RT‐qPCR was performed using LightCycler 480 SYBR Green I Master mix (Roche) and a Light Cycler 480 Real‐Time PCR system with software version LCS480 1.5.1.62 according to the manufacturer's instructions. The primers used are listed in **Table** **3**.

**Table 3:** Primers used for PCR.

Human Gene	Primers
β‐actin	forward: 5′‐CTACCTCATGAAGATCCTCACCGA‐3′ reverse: 5′‐TTCTCCTTAATGTCACGCACGATT‐3′
AIP1	forward: 5′‐ GCAGGATGGTGATGGTTTGGT‐3′ reverse: 5′‐GGCAGTTCGTGGAGAAGTGGT‐3′
NLRP12	forward: 5′‐GAGCCAGCAGATAGGACCATT‐3′ reverse: 5′‐ CGACCTTTACCTGACCAACAA‐3′
CASP8	forward: 5′‐TTCAAAGGTCGTGGTCAAAGC‐3′ reverse: 5′‐AAAGCAAACCTCGGGGATACT‐3′
VEGFB	forward: 5′‐ ACTTGCACAGAGTGGTTAGAAAC‐3′ reverse: 5′‐GCCATCATCAAACAGGACAGA‐3′
VEGFR2	forward: 5′‐CATAGACATAAATGACCGAGGC‐3′ reverse: 5′‐CAAAGGGTGGAGGTGACTGAG‐3′
VEGFA	forward: 5′‐AAGGAGGAGGGCAGAATCAT‐3′ reverse: 5′‐ ATCTGCATGGTGATGTTGGA‐3′
Mouse Gene	Primers
β‐actin	forward: 5′‐GGGAAATCGTGCGTGAC‐3′ reverse: 5′‐AGGCTGGAAAAGAGCCT‐3′
AIP1	forward: 5′‐CTGGCACTTGAATAGGGTCTC‐3′ reverse: 5′‐CAGGGATAGGCTAAGGAGTAAG‐3′
NLRP12	forward: 5′‐GAATAGGAGACGGTCAGGAGC‐3′ reverse: 5′‐ GCAGGGAGTTGAATAGAAGCC‐3′
CASP8	forward: 5′‐ GTCACCGTGGGATAGGATACA‐3′; reverse: 5′‐AGACATAACCCAACTCCGAAAA‐3′
VEGFB	forward: 5′‐TGGCAGCTCTGGGAGATAAAA‐3′ reverse: 5′‐ACAGGCGAACCTCCTCAGTCT‐3′
VEGFR2	forward: 5′‐TGTTCTTGTTCTCGGTGATGT‐3′ reverse: 5′‐ GCCTCCACTGTTTATGTCTATG‐3′
VEGF‐A	forward: 5′‐CAGGCTGCTGTAACGATGAA‐3′ reverse: 5′‐GCATTCACATCTGCTGTGCT‐3′

### 2.14 Statistics

All data are presented as the mean ± SD of at least three independent experiments. Data were pre‐processed by normalizing to control conditions. Differences among three or more group means were analyzed using one‐way ANOVA followed by Dunnett's post hoc tests. The independent‐sample *t*‐test was used to assess the difference between the two group means. All statistical calculations were performed using *p* < 0.05 (two‐tailed) was considered statistically significant for all tests. Statistical analyses were performed using GraphPad Prism 8.

### 2.15 Availability of Data and Material

The data supporting these findings are available from the corresponding author upon reasonable request. The scRNA‐seq data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) (GSE173079).

## 3 Results

### 3.1 AIP1 Expression was Downregulated in Retinal VECs of OIR as Revealed by scRNA‐seq

Pathologic angiogenesis induced by hypoxia is a hallmark of ischemic retinopathy including DR and ROP, characterized by retinal VECs dysfunction, vascular regression, and compensatory neovascularization.^[^ ^10^, ^28^ ^]^ Retinal inflammation plays a significant role in vascular pathology, with VECs actively promoting inflammation via NF‐κB‐mediated transcription of pro‐inflammatory cytokines and facilitating vascular leakage, creating a vicious cycle that further exacerbates endothelial dysfunction.^[^ ^7^, ^8^, ^29^ ^]^

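Oxygen-induced retinopathy (OIR) was produced by keeping mouse pups in 75% oxygen from P7 to P12 and then in normal air, so that the vessel-poor retina becomes ischemic. Retinas were dissociated at P17, and each of the 3 samples per group pooled the retinas of 2 mice. Cells were captured in droplets, where every RNA molecule received a cell barcode and a unique molecular identifier (UMI). The authors deposited UMI counts per gene and barcode as whole numbers, without normalization, and every deposited barcode had at least 500 UMIs. The samples held between 15788524 and 42606878 UMIs each. Cells that passed the study's stated filter were clustered with Seurat 5.3.0, after integration of the OIR and control datasets by canonical correlation analysis, with 15 principal components, k = 20 and Louvain resolution 0.5. Samples, not cells, were taken as replicates. For each cell type, raw counts were summed per sample, and the 3 OIR sums were compared with the 3 control sums by edgeR's quasi-likelihood test with TMM normalization, its default filter on low counts and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 0.25 in size, which are the limits given with Figure 1D. On simulated counts with the means, dispersions and library sizes of the 935 genes tested in the vascular endothelial cell (VEC)-like sums, this test recovered 0.5% of 200 genes changed 2-fold, 68.5% of those changed 4-fold and 98.5% of those changed 16-fold. Expression is given as CPM of the summed UMIs.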

To generate a detailed molecular atlas of retinal VECs in pathologic retinal angiogenesis, we compared droplet‐based scRNA‐seq (10×Genomics) data between retinas from OIR mice, a model mimicking ischemic retinopathy, and untreated control mice. 

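After filtering, the median UMI count per cell was 3958, 2354 and 2009.5 in OIR replicates 1, 2 and 3, and 4850, 1949 and 1449.5 in control replicates 1, 2 and 3. Both replicate 1 samples thus had more UMIs per cell than the other 4 samples. They also held smaller shares of rod-like cells, so that cell mix enters these medians. Within cell types, control replicate 1 was not always deeper than the other controls. In Mueller-like cells the medians were 5966, 7964 and 6343 in control replicates 1, 2 and 3. In rod-like cells they were 2164, 1828 and 1403. The first principal component of the log-scaled CPM of all kept cells summed per sample, which held 48.5% of the variance, parted the replicate 1 samples from the others, and the second component, with 29.0%, parted the OIR group from the control group. The samples also differed in sex-linked RNA. In control replicates 2 and 3, Xist reached between 442 and 4411 CPM over the cell types, and Y-linked genes reached at most 0.104 CPM. In the other 4 samples, Y-linked genes lay between 107 and 308 CPM in cell types with at least 100000 UMIs, and Xist stayed at or below 1.30 CPM.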

Expression profiles of 38 542 dissociated retinal cells were collected from three independent samples per group with good‐quality reads for all samples (**Figure** **1**A,B). Marker gene expression in each cluster was represented as violin plots (Figure S1A, Supporting Information). 

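Clustering gave 24 clusters. Marker genes chosen before the data were examined named 21 of them. Rod-like cells (25393), Mueller-like cells (3892), cone bipolar-like cells (3429), rod bipolar-like cells (2063) and cone-like cells (1877) were the most numerous, followed by amacrine-like (366), retinal pigment epithelium (RPE)-like (249), microglia-like (244), VEC-like (197), vascular smooth muscle cell (VSMC)-like (83) and astrocyte-like cells (54). The remaining 722 cells lay in 3 clusters that stayed unnamed, because S100a8, S100a9 and immunoglobulin genes led 1 of them, lens crystallins another, and cone and rod bipolar markers together the last. No cluster was named horizontal or ganglion cells.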

Differential expression analysis was performed for each cluster, and subpopulations were defined according to published articles (**Table** **4**). The VEC cluster was defined by the higher expression of *Cldn5* compared to all other cell types.

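The files list Cldn5 as ENSMUSG00000041378, and it lies on chromosome 16 of GRCm38 from 18776847 to 18778262. In the VEC-like cluster, 87.3% of the 197 cells had at least 1 Cldn5 UMI, against at most 5.56% in any other named cell type and 0.398% in rod-like cells. All 9 endothelial marker genes were detected in this cluster above their mean share over clusters. The VEC-like cells came mostly from 1 sample. Control replicate 1 gave 143 of them, and control replicates 2 and 3 gave 4 and 15. OIR replicates 1, 2 and 3 gave 25, 3 and 7. The summed VEC-like counts held 206217, 10420 and 13758 UMIs in OIR replicates 1, 2 and 3, and 1122304, 57595 and 55206 in control replicates 1, 2 and 3. In OIR replicate 3, the 7 VEC-like cells held 2 Cldn5 UMIs, and the 9 endothelial markers together reached 727 CPM, while they lay between 8445 and 13553 CPM in the other 5 samples. Clustered without integration, OIR replicate 3 had 0 VEC-like cells, and OIR replicate 2 had 1.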

**Figure 1:**
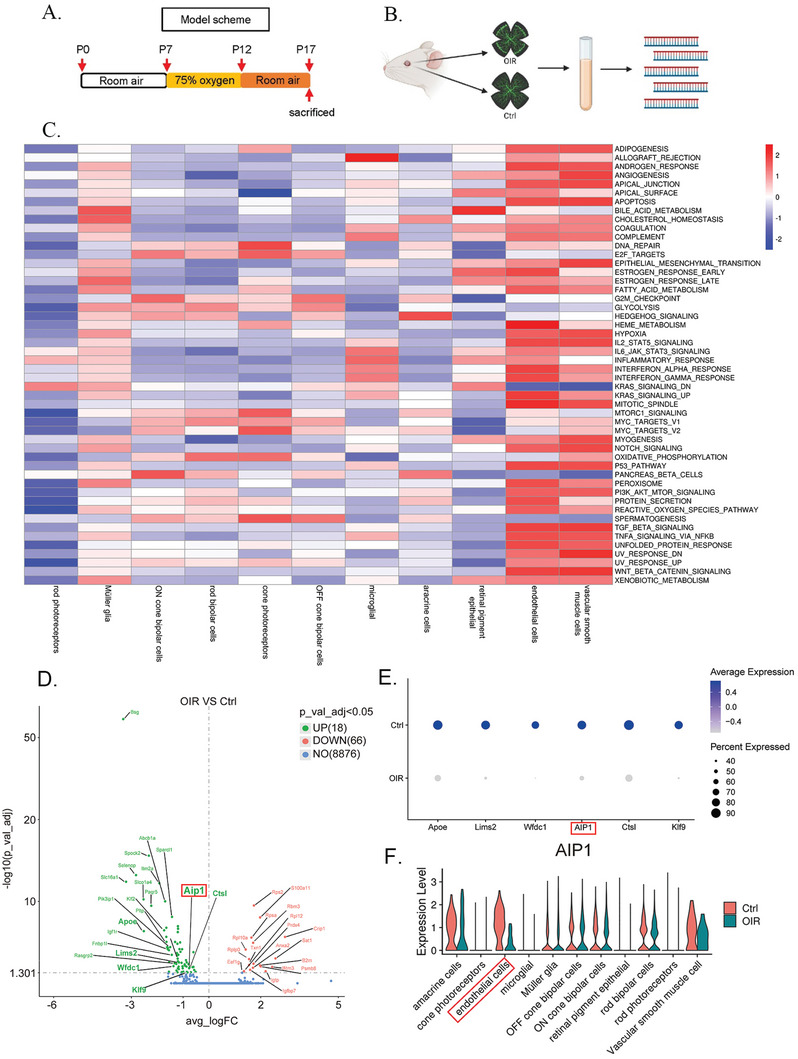
scRNA‐seq of retinas from OIR mice highlights the angiogenesis and inflammation in vascular endothelial cells with AIP1 as a significant differential molecule. (A) Experimental design for establishing the OIR model. Mouse pups were randomly assigned to either a control group or an OIR group exposed to 75% oxygen from P7 to P12, followed by 5 days of normoxia. (B) The scRNA‐seq procedure for gene expression profiling of retinal cells from control and OIR model mice (created with Biorender.com). (C) GSVA analysis characterized gene expression across various clusters in the retina of OIR mice. Notable gene sets, including inflammatory response, were implicated in retinal VECs. Columns represent different cell subpopulations, while rows indicate specific gene sets. The colors red and blue represent gene activation and suppression respectively. (D) The volcano plot demonstrated significant downregulation of AIP1 in the VECs in the retina of OIR mice. Each red dot represents a gene with an adjusted *p* < 0.05 (Wald test) and log2 (fold change) ≥ 0.25 (upregulated in OIR). Each green dot represents a gene with adjusted *p* < 0.05 and log2 (fold change) ≤ −0.25 (downregulated in OIR). (E) The dot plot showed differentially expressed genes involved in the negative regulation of the angiogenesis pathway between the OIR and control groups, with AIP1 prominently ranked among them. (F) The violin plot illustrated the expression levels of AIP1 across multiple retinal cell types in OIR mice compared to controls. Notably, endothelial cells exhibited the most pronounced downregulation of AIP1 in the OIR group.

**Table 4:** Marker genes for cell types.

Cell type	Marker genes
Rod photoreceptors	*Rho*, *Nrl*, *Nr2e3* ^[^ ^53^ ^]^
Müller glia	*Vim*, *Slc3a2*, *Glul*, *Rlbp1* ^[^ ^53^ ^]^
Rod bipolar cell	*Vsx2* ^+^, *Prkca* ^+[^ ^54^ ^]^
Cone photoreceptors	*Opn1mw*, *Arr3* ^[^ ^53^ ^]^
ON cone bipolar	*Isl1* ^+^, *Grm6* ^+^, *Prkca* ^−[^ ^54^ ^]^
OFF cone bipolar	*Grik1* ^+^, *Prkca* ^−[^ ^54^ ^]^
Microglial	*Cx3cr1* ^[^ ^55^ ^]^
Amacrine cells	*Tfap2a, Pax6, Gad1* ^[^ ^53^ ^]^
Retinal pigment epithelial	*Rpe65, Rdh5, Rdh10, Dct* ^[^ ^56^ ^]^
Vascular Endothelial cells	*Cldn5* ^[^ ^53^, ^55^ ^]^
Vascular smooth muscle cell	*Myh11, Tpm2, Myl9, Acta2, Tagln* ^[^ ^57^ ^]^

Subsequently, we conducted a Gene set variation analysis (GSVA) analysis of Hallmark gene sets for each cell type. 

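Gene lists written by hand stood in for the Hallmark sets, which were not used here. Of the 27 genes of the hypoxia list, 8 passed the count filter in VEC-like cells, with a median log2 fold change between the OIR and control groups of -0.09 (3 higher and 5 lower in OIR). Limma's camera test with a preset correlation of 0.01 gave an adjusted p of 0.885 over 7 lists. The angiogenesis list had 13 of 28 genes past the filter, a median of -0.21 (6 higher, 7 lower) and the same adjusted p. Neither fry nor camera with an estimated correlation changed these calls. Single samples moved both medians past 0. Without OIR replicate 3, the hypoxia median was 0.15 and the angiogenesis median 0.03, and without control replicate 1 they were 0.11 and -0.59, the latter at an unadjusted p under 0.05. With the sex of the samples as a term, which was added after the data were seen, the angiogenesis median was 1.00, at an unadjusted p of camera under 0.05. The hypoxia median also turned positive without OIR replicate 2 (0.09) and without control replicate 3 (0.04). With no upper limit on detected genes, the hypoxia median was -0.60 and the angiogenesis median 0.26, both at an unadjusted p of camera under 0.05. Ankrd37 (-1.44) had the lowest p of the hypoxia list and Pdgfb (-1.20) that of the angiogenesis list, and neither was called in the fit across all genes.

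VSMC-like cells numbered 5, 2 and 3 in the OIR replicates and 63, 5 and 5 in the control replicates, too few in some samples for the test set out for types with at least 10 cells per sample. Summed over its genes, the hypoxia list reached 3849.7, 4996 and 2271 CPM in the OIR replicates and 3896, 3334 and 4569 CPM in the control replicates. The angiogenesis list reached 9134, 10174 and 4217 CPM in the OIR replicates and 7782, 12373 and 8111 CPM in the control replicates. The groups overlapped for both lists.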

We found that in OIR, the activity of pathways related to hypoxia and angiogenesis was notably increased in VECs and vascular smooth muscle cells (Figure 1C). RNV originates from VECs dysfunction,^[^ ^9^ ^]^ making VEC dysfunction an early indicator for predicting and identifying retinal neovascularization.^[^ ^10^ ^]^ It is noteworthy that multiple inflammatory pathways have been identified as significantly enriched within VECs. This observation suggests the potential existence of key molecular mediators that regulate angiogenesis and inflammation concurrently (Figure 1C). 

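Of the 29 genes of a hand-written inflammation list, 21 had a UMI in VEC-like cells and 1, Nfkbia, passed the count filter, so that the list was not tested as a set. Nfkbia had a log2 fold change of -1.14 (standard error 0.65, adjusted p = 0.685 from edgeR's quasi-likelihood test). The list as a whole summed to 1135, 1439.5 and 509 CPM in OIR replicates 1, 2 and 3 and to 1862, 885 and 1232 CPM in control replicates 1, 2 and 3. With 15 and 7 list UMIs behind the values of OIR replicates 2 and 3, their exact 95% Poisson intervals ran from 806 to 2374 and from 205 to 1048 CPM. From a list of interferon response genes, 4 genes that Figure 1D labels were left out, so that its values do not cover them. This interferon list had 3 of 25 genes past the filter, with a median log2 fold change of -0.60 and an adjusted p of 0.719 from camera. Its median was 0.42 without OIR replicate 2, 0.46 without OIR replicate 3 and 0.11 without control replicate 3, and it fell to -2.68 without OIR replicate 1, where alone the unadjusted p was under 0.05 among these 4. Interferon list genes summed to 5271 CPM in OIR replicate 1 and to 672 and 654 CPM in OIR replicates 2 and 3. In the control replicates they summed to 2367, 3403 and 4311 CPM.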

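VEC-like cells made up 0.187% ± 0.197 (SD, n = 3) of the cells kept in the OIR group and 0.763% ± 1.07 (SD, n = 3) in the control group. This difference was smaller than the spread between the control replicates (two-sided exact permutation test, p = 0.6, where 3 samples against 3 cannot go below 0.1). Among named cells other than rods the shares were 0.504% ± 0.294 and 1.73% ± 1.31, with p = 0.3 in the same exact test. Set side by side by replicate number, the share of cells kept was lower in OIR each time. It was 0.413% against 2.00%, 0.0545% against 0.0745% and 0.0937% against 0.214%. The exact test does not weigh this pairing, and replicate 2 rests on 3 OIR and 4 control cells. The median UMIs per VEC-like cell were 3734, 1940 and 1036 in the OIR replicates and 7257, 14617 and 1374 in the control replicates. OIR was lower at each replicate number, and the groups overlapped only through control replicate 3. Over all VEC-like cells the medians were 2385 in the OIR group and 7166 in the control group, so that depth went with the groups.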

We further analyzed retinal VECs populations and observed differences between the OIR group and the control group. Compared to the control group, 18 genes were upregulated and 66 genes were downregulated in the OIR group. 

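Of 935 genes tested in the VEC-like sums, 1 was called higher and 3 were called lower in the OIR group, and 79 had an unadjusted p under 0.05. S100a6 (ENSMUSG00000001025, chromosome 3 of GRCm38, 90612882 to 90624181) reached 1606 ± 649 CPM (SD, n = 3) in the OIR group and 19.6 ± 30.2 CPM (SD, n = 3) in the control group, a log2 fold change of 7.35 (standard error 0.97, adjusted p = 0.00854 from edgeR's quasi-likelihood test). Bsg (ENSMUSG00000023175, chromosome 10, 79704491 to 79711969) fell from 15316 ± 1404 to 727 ± 386 CPM, a log2 fold change of -4.29 (standard error 0.46, adjusted p = 0.00312). Slc16a1 (chromosome 3, 104638668 to 104658462) fell from 1158 ± 290 to 16.2 ± 28.0 CPM (log2 fold change -5.01, adjusted p = 0.00854), with 10, 0 and 0 UMIs in the OIR replicates. Spock2 (chromosome 10, 60106219 to 60135198) fell from 1917 ± 450 to 97.0 ± 111 CPM (log2 fold change -3.73, adjusted p = 0.0307). For all 4 genes the values of the OIR replicates lay wholly outside those of the control replicates, which chance gives for 10% of genes with 3 samples against 3. The VEC-like cells of the groups were not shown to be of 1 kind. With clustering without integration, 1 sub-cluster held 92, 3 and 3 VEC-like cells of control replicates 1, 2 and 3 and 1 of the 35 OIR cells, so that a change in kinds of cells stays open for these genes.

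DESeq2 called 4 genes higher and 5 lower, and edgeR without the filter on low counts called 103 higher and 17 lower of 14109 genes. With the replicate number as a block, edgeR called 0 genes higher and 0 lower, and 49 genes had an unadjusted p under 0.05. With each sample left out in turn, between 1 and 6 genes were called higher and between 2 and 4 lower. The count of genes higher in OIR was 3 without OIR replicate 1, 2 without OIR replicate 2 and 6 without OIR replicate 3. Spock2 lost its call without control replicate 1 (adjusted p = 0.0896), control replicate 2 (0.0710) or control replicate 3 (0.117), in a range from 1.08e-04 to 0.268 over the alternatives on summed counts. Slc16a1 lost its call without OIR replicate 1 (adjusted p = 0.0537, in a range from 1.55e-05 to 0.268 over the alternatives on summed counts). Bsg lost its call by edgeR without the filter on low counts (adjusted p = 0.246, in a range from 1.37e-14 to 0.268 over the same alternatives), and Spock2 with no upper limit on detected genes (0.0978). With only VEC-like cells that had a Cldn5 UMI, edgeR called 0 genes higher, so that S100a6 was not called there. With the sex of the samples as a term and in replicates 2 and 3 alone, both added after the data were seen, none of the 4 genes was called. A rank-sum test over the 35 OIR and 162 control cells, which takes cells as replicates, called 18 genes higher and 80 lower of 7970 tested after Bonferroni adjustment over all genes in the files. The same test with Benjamini-Hochberg adjustment, chosen after these values were seen, moved the counts most, to 105 higher and 525 lower.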

We further analyzed the expression‐based phenotypic heterogeneity of VECs between OIR and control groups. Among these downregulated differentially expressed genes, the most distinctive ones (*Poe*, *Lims2*, *Wfdc1*, *AIP1*, *Ctsl*, and *Klf9*) were found to be associated with the regulation of angiogenesis (Figure 1D,E). 

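All of Apoe (read here for "Poe"), Lims2, Wfdc1, Dab2ip (the mouse gene of AIP1), Ctsl and Klf9 had a negative fitted log2 fold change in VEC-like cells of the OIR group, although the mean CPM of Klf9 was 234 in the OIR and 225 in the control group. Wfdc1 fell most clearly, from 320 ± 89.4 CPM (SD, n = 3) to 51.4 ± 48.3 CPM (SD, n = 3), a log2 fold change of -2.65 (standard error 0.60, adjusted p = 0.141 from edgeR's quasi-likelihood test). Lims2 changed by -1.82 (standard error 0.64), Apoe by -2.60 (1.03), Klf9 by -0.78 (0.75) and Ctsl by -0.16 (0.59). Adjusted over all genes tested, 0 of the 6 were called by edgeR and 0 by DESeq2, and 4 had an unadjusted p under 0.05 in edgeR. Adjusted over the list alone, 4 of the 6 fell below 0.05, with Wfdc1 at 0.00801, Lims2 and Dab2ip at 0.0440 and Apoe at 0.0453. The study chose these genes on the same samples, so the second adjustment is not independent evidence. Apoe rested on few samples, with 30, 0 and 0 UMIs in the OIR replicates and 1436, 6 and 13 in the control replicates, and its log2 fold change was -0.78 without control replicate 1. Lims2 was at -1.12 without OIR replicate 1 and at -1.08 without control replicate 1. Without OIR replicate 1, Ctsl (0.36) and Klf9 (0.30) were higher in the OIR group. Of the genes labelled in Figure 1D, all 14 on the lower side had a negative and all 18 on the higher side a positive fitted log2 fold change, although the mean CPM of B2m and Anxa2 was lower in the OIR group (489 against 588 and 476 against 482), and 3 of the 32 genes (Bsg, Slc16a1 and Spock2) were called. The sides were read from the sign on the axis of the figure, whose colour key and legend name opposite directions.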

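The genes called in the VEC-like sums were too few for a test of enriched terms, and the Gene Ontology was not used here. Of the genes that code for ribosomal proteins, 78 passed the count filter, and 52 of them were higher and 26 lower in the OIR group. Their median log2 fold change was 0.12, while the median of all genes tested was -0.10. Adjusted over the 7 lists tested, camera of limma gave an adjusted p of 0.0527, fry 0.894, and camera with an estimated correlation 0.896, and only the unadjusted p of the first was under 0.05. Without OIR replicate 1, the median was -0.27, and without control replicate 2, it was -0.03. The unadjusted p of camera rose above 0.05 without OIR replicate 3 (median 0.18), control replicate 1 (0.16) or control replicate 3 (0.13).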

According to the Gene Ontology (GO) database, the upregulated and downregulated genes and associated GO pathways were shown in the supplementary figure (Figure S1B,C, Supporting Information).

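AIP1 is encoded in the mouse by Dab2ip, which the files list as ENSMUSG00000026883 and which lies on chromosome 2 of GRCm38 from 35558266 to 35730994 on the plus strand. Both mouse AIP1 qPCR primers of the study match transcripts of this gene. In VEC-like cells, Dab2ip had 19, 1 and 2 UMIs in OIR replicates 1, 2 and 3 and 357, 20 and 8 UMIs in control replicates 1, 2 and 3. These are 92.1 (exact 95% Poisson interval 55.5 to 144), 96.0 (2.43 to 535) and 145 CPM (17.6 to 525) in the OIR group, and 318 (286 to 353), 347 (212 to 536) and 145 CPM (62.6 to 286) in the control group. The intervals cover counting error only. The means were 111 ± 29.7 CPM (SD, n = 3) in the OIR group and 270 ± 109 CPM (SD, n = 3) in the control group (two-sided exact permutation test, p = 0.2, smallest possible p 0.1). Dab2ip did not pass the filter on low counts and was fitted beside the genes that did. Its log2 fold change was -1.52 (standard error 0.56), with an unadjusted p of 0.0220 and an adjusted p of 0.368 from edgeR's quasi-likelihood test.

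With each sample left out in turn the log2 fold change stayed between -1.69 and -1.13. The largest move came from replicates 2 and 3 alone, a comparison added after the values were seen, with a log2 fold change of -0.73 (standard error 0.91). In replicate 1 the CPM ratio of OIR to control was 0.290 (exact 95% interval 0.172 to 0.459), and in replicates 2 and 3 together, with 3 OIR UMIs, it was 0.500 (0.0973 to 1.62). Over all alternatives the adjusted p lay between 0.00113 and 0.871. The lowest came from the rank-sum test over cells with Benjamini-Hochberg adjustment, which was chosen after the Bonferroni-adjusted value of 0.767 was seen. After thinning every cell to 1000 UMIs, which left out 6 OIR and 12 control cells, 10.3% of 29 OIR and 28.7% of 150 control VEC-like cells had a Dab2ip UMI, against 1.22% and 0.923% of rod-like cells (median depths before thinning 2249 and 1613 UMIs). Unthinned, the shares in VEC-like cells were 37.1% and 72.8%. Taken per sample, the thinned share was 14.9% ± 21.8 (SD, n = 3) in the OIR group and 21.3% ± 11.6 (SD, n = 3) in the control group (two-sided exact permutation test, p = 0.8). The other mouse genes whose products share the name AIP1 were not called either, with log2 fold changes of 0.29 for Wdr1, -0.79 for Magi2 and 0.82 for Pdcd6ip.

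**Figure D1:**
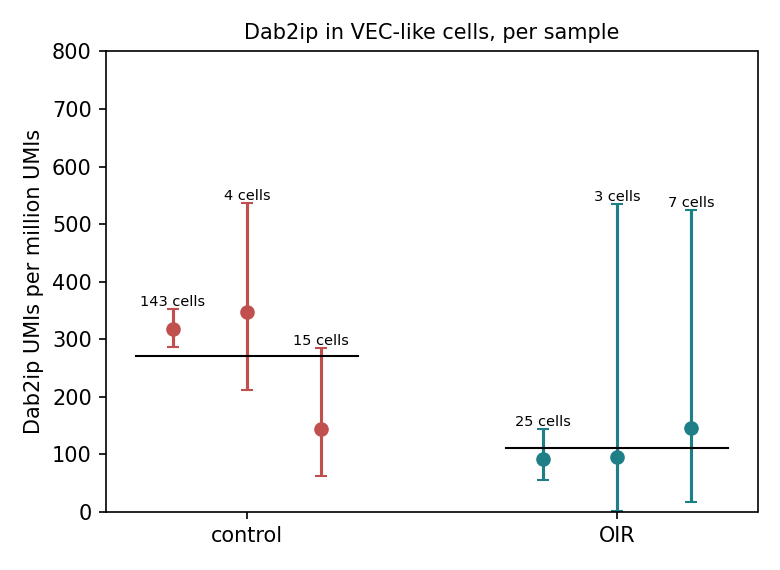
Dab2ip in VEC-like cells, in CPM of the summed UMIs, for the 3 OIR and 3 control samples. Points are samples with exact 95% Poisson intervals, the number above each is its number of VEC-like cells, and the black line is the group mean; control replicate 3, at 145 CPM, lies level with OIR replicate 3.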

AIP1 is a molecule involved in angiogenesis, and previous studies have reported that AIP1 directly inhibits the VEGF signaling pathway and mediates TLR4‐related inflammatory pathways.^[^ ^30^ ^]^ In our study, we found that AIP1 signaling was downregulated in retinal VECs of the OIR group. 

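Outside the VEC-like cells, 8 cell types had at least 10 cells in every sample and were tested for Dab2ip. Its adjusted p over the 8 types was under 0.05 in 0 of them by edgeR and in 0 by DESeq2, and the unadjusted p was under 0.05 in 0 of them by either tool. Mueller-like cells reached 115 ± 5.51 CPM (SD, n = 3) in the OIR group and 106 ± 13.6 CPM (SD, n = 3) in the control group, a log2 fold change of 0.05 (standard error 0.13). Amacrine-like cells changed by -0.16 (0.28), rod bipolar-like cells by -0.11 (0.15), cone bipolar-like cells by 0.00 (0.14), rod-like cells by 0.25 (0.16), cone-like cells by 0.45 (0.29) and RPE-like cells by -0.42 (0.58). Microglia-like cells, with 12 Dab2ip UMIs in all, changed by -3.30 (1.72) and had the lowest unadjusted p, 0.0749. VSMC-like and astrocyte-like cells were too few in some samples to be tested. The number of types with an adjusted p under 0.05 was 1 with clustering without integration (lowest adjusted p 0.0324) and 1 with no upper limit on detected genes (0.0474), in a range from 0.0324 to 0.767 over all alternatives.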

Interestingly, no significant changes in AIP1 signaling were observed in other cell types (Figure 1F). This suggests a specific reduction of AIP1 signaling in retinal VECs of OIR mice. Therefore, we hypothesize that in the retinas of OIR model mice, AIP1 may function in VECs and be associated with disease pathogenesis, potentially involving inflammatory processes.

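The difference in the OIR effect between VEC-like cells and all other named cells of the same samples was tested directly, as an interaction over 12 summed columns. These came from 6 samples, so that columns of the same sample are not independent replicates. The p-values of these interactions, given below, match a normal distribution, which takes the variance as known. With 6 samples they may be too small. The fit of VEC-like cells alone did not take the variance as known. The log2 fold change of Dab2ip in VEC-like cells was 1.69 lower than in the other cells, with the interaction at -1.69 (standard error 0.88) and an unadjusted p of 0.0549 in edgeR's quasi-likelihood test. This p fell below 0.05 in 6 of 13 alternatives, among them without OIR replicate 3 (-1.69), with DESeq2 (-1.73) and with only VEC-like cells that had a Cldn5 UMI (-1.88). Against single cell types, and adjusted over the 8 types, the difference was -1.63 against Mueller-like cells (adjusted p = 0.0484), -2.15 against cone-like cells (0.0357) and -1.84 against rod-like cells (0.0484). Against rod bipolar-like, cone bipolar-like and amacrine-like cells it lay between -1.63 and -1.41, with an adjusted p of 0.0690 for each. Against RPE-like cells it was -1.49 (adjusted p = 0.137), and against microglia-like cells 1.69 (0.152). From a fall of AIP1 in VECs and none in other cell types, the paper proposes a reduction of AIP1 signaling specific to retinal VECs in OIR.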

### 3.2 AIP1 is an Endogenous Inhibitor of VEGFA‐Associated Signaling that Restricts Disease Progression in OIR

Consistent with the scRNA‐seq results showing reduced expression of AIP1 in retinal VECs, we also observed a significant reduction in AIP1 expression among HUVECs exposed to hypoxia in vitro compared to control HUVECs at both protein and mRNA levels. We further examined the association between AIP1 and VEGFA signaling in HUVECs. VEGFA, VEGFB, and VEGFR2 protein and mRNA expression levels were suppressed by the overexpression of exogenous AIP1. Conversely, AIP1 knockdown increased the protein and mRNA levels of VEGFA, VEGFB, and VEGFR2 in HUVECs (**Figure** **2**A–D). Moreover, AIP1‐deficient mice exhibited retinal vascular abnormalities compared to WT mice, as revealed by direct vessel visualization through IB4 immunofluorescence staining of whole‐mount preparations. Strikingly, both vaso‐obliteration and neovascularization were dramatically increased by the genetic deletion of AIP1 (Figure 2E–G). In addition, AIP1‐knockout mice exhibited more severe vascular leakage than WT mice as measured by the Evans blue assay (Figure 2H). Collectively, these findings suggest that AIP1 may help maintain appropriate VECs functions under hypoxia, thereby mitigating vascular pathology. To test these protective effects, we conducted tube formation assays using HUVECs with AIP1 knockdown or overexpression. Transfection with an overexpression vector (pAd‐AIP1 plasmid) significantly inhibited hypoxia‐induced tube formation, whereas siRNA‐mediated AIP1 knockdown markedly enhanced tube formation (Figure 2I,J). These results suggest that reduced endogenous AIP1 in the OIR retina may contribute to pathologic neovascularization and disease progression. This suggests that AIP1 may protect against OIR by negatively regulating angiogenesis‐associated VEGF signaling.

**Figure 2:**
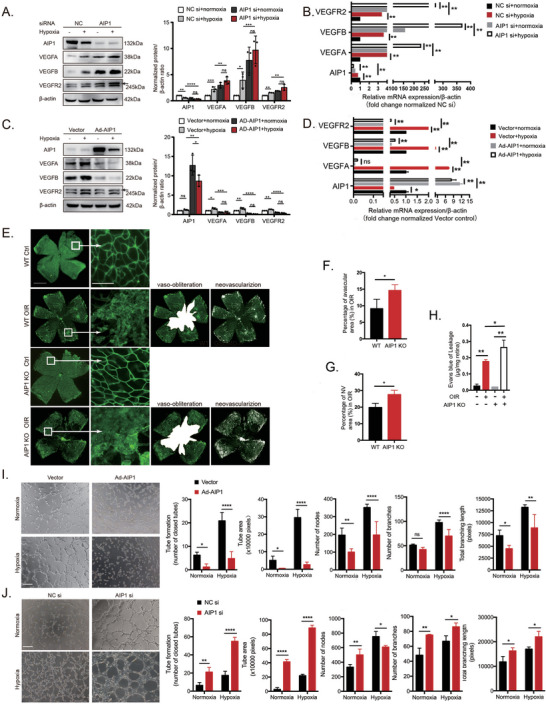
The anti‐angiogenic factor AIP1 protects against VECs dysfunction induced by the OIR and hypoxia in vitro. (A and B) Protein and mRNA levels of VEGF‐associated signaling components in HUVECs transfected with control siRNA or AIP1 siRNA (n = 3 cultures/group). (C and D) Protein and mRNA levels of AIP1, VEGFA, VEGFB, and VEGFR2 in control HUVECs and HUVECs transfected with AIP1 overexpression plasmid (n = 3 cultures/group). (E) Representative images of the retinal flat mounts stained with IB4 from WT and AIP1‐deficient mice (n = 6 mice/group). Vaso‐obliteration and neovascularization are indicated by the white area and white dots, respectively. Scale bar: 1 mm for 4× images and 100 µm for 40× images. Avascular area (F), neovascular area (G), and fluid permeability measured by Evans blue dye (H) were quantified. (I) Representative images and quantitative measurements of tube formation assays using HUVECs transfected with empty vector or AIP1 overexpression plasmid before hypoxia exposure. (J) Representative images and quantitative measurements from in vitro tube formation assays using HUVECs transfected with control siRNA or AIP1 siRNA before hypoxia exposure. Scale bar: 200 µm. NV: neovascularization. Data are presented as the mean ± SD. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001, ns, not significant. Statistical analyses were performed using GraphPad Prism software, with one‐way ANOVA followed by Dunnett's post hoc tests and independent‐sample t‐test.

### 3.3 Hypoxia‐Induced AIP1 Reduction Enhances the Activation of NLRP12 and Caspase‐8 Inflammasomes

AIP1 has been shown to inhibit TLR4 in LPS‐stimulated VECs, indicating a potential regulatory role in inflammation.^[^ ^31^, ^32^ ^]^ Additionally, our previous study showed that TLR4 promotes activation of the NLRP12 inflammasome and caspase‐8.^[^ ^5^ ^]^ We also found that NLRP12 collaborates with NLRC4 to mediate pyroptosis in microglia, a process dependent on the hypoxia‐inducible factor‐1α (HIF‐1α) signaling pathway.^[^ ^33^ ^]^ Knockdown of AIP1 resulted in an elevation of HIF‐1α protein expression levels (**Figure** **3**A). Furthermore, we conducted a single GSEA based on AIP1 in the VECs cluster from scRNA‐seq. The ridge plot revealed that the NOD‐like receptor signaling pathway was among the top 20 enriched biological processes in genes correlated with AIP1 (Figure 3B). 

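The association was retraced with a hand-written list of 81 genes of NOD-like receptor signaling. Within each sample, log-normalized Dab2ip was correlated across VEC-like cells with every gene, and the median correlation of the list was set against 10000 random lists matched on expression. These are correlations within 1 sample at a time, where neither cells nor genes are independent replicates. In control replicate 1, with 143 cells, the median Pearson correlation of 68 list genes was 0.0368, at the 28th percentile of the random lists (27.95; two-sided p = 0.559). In control replicate 3, with 15 cells, the median correlation was 0.0700 (p = 0.825). In OIR replicate 1, with 25 cells of which 10 had a Dab2ip UMI, the median correlation of 54 genes was 0.120, at percentile 99.15 (p = 0.0172). That correlation did not hold with a mitochondrial limit of 10% (p = 0.545) or with no upper limit on genes (p = 0.514). It held as a Spearman correlation (p = 0.0210), with clustering without integration (p = 0.0396) and in cells with a Cldn5 UMI (p = 0.0452). The other 3 samples had too few VEC-like cells. Between the groups, 13 genes of the list passed the count filter, with a median log2 fold change of -0.05 (adjusted p = 0.885 over 7 lists, from camera of limma). Nlrp12 (ENSMUSG00000078817, chromosome 7 of GRCm38, 3218784 to 3249740) had 0 UMIs in the 197 VEC-like cells, which allows a share of up to 1.52% of cells with a UMI, and 8 UMIs in all cells kept. Casp1, Il1b and Nlrp3 had 0 UMIs in VEC-like cells too, with the same limit. This limit pools 35 OIR and 162 control cells, so that it is looser for the OIR group alone. These are RNA counts in mouse retina, while the paper measured NLRP12 protein in HUVECs and used knockout mice. Casp8 had 93 UMIs in 63 VEC-like cells, Gsdmd 40 in 34 and Pycard, the gene of ASC, 26 in 21, and none of these 3 was called between the groups (log2 fold changes -0.61, -0.93 and 0.34). The mean CPM of Pycard went the other way than its fitted value, at 11.3 in the OIR and 28.4 in the control group, with 7, 0 and 0 UMIs in the OIR replicates.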

In this study, we further delineated the precise effects of AIP1 on inflammatory angiogenesis and its underlying mechanisms by genetic ablation or overexpression of AIP1 in HUVECs. Immunoblotting revealed that the overexpression of AIP1 significantly reduced the expression levels of NLRP12, ASC, and cleaved CASP8 (Figure 3C). Immunofluorescence staining further showed that AIP1 overexpression disrupted the co‐localization of NLRP12–ASC and CASP8–ASC observed in control cells, strongly suggesting that AIP1 suppresses the formation/activation of NLRP12 and caspase‐8 inflammasomes and downstream inflammatory signaling pathways (Figure 3D). Conversely, AIP1 knockdown enhanced NLRP12, ASC, and CASP8 expression and co‐localization (Figure 3E,F). We confirmed the assembly of NLRP12 and CASP8 into inflammasomes through co‐IP assays and dual immunofluorescence staining. In the co‐IP assays, the co‐precipitation of CASP8 and NLRP12 with ASC was markedly enhanced under hypoxia (Figure 3G). Additionally, a significant increase in the co‐localization of NLRP12 and ASC, as well as CASP8 and ASC, was detected through immunofluorescence staining (Figure 3H). These results suggest that AIP1 not only participates in VEGF signaling but also regulates inflammatory vasculopathy and angiogenesis by suppressing the assembly of the novel NLRP12‐ASC‐caspase‐8 complex.

**Figure 3:**
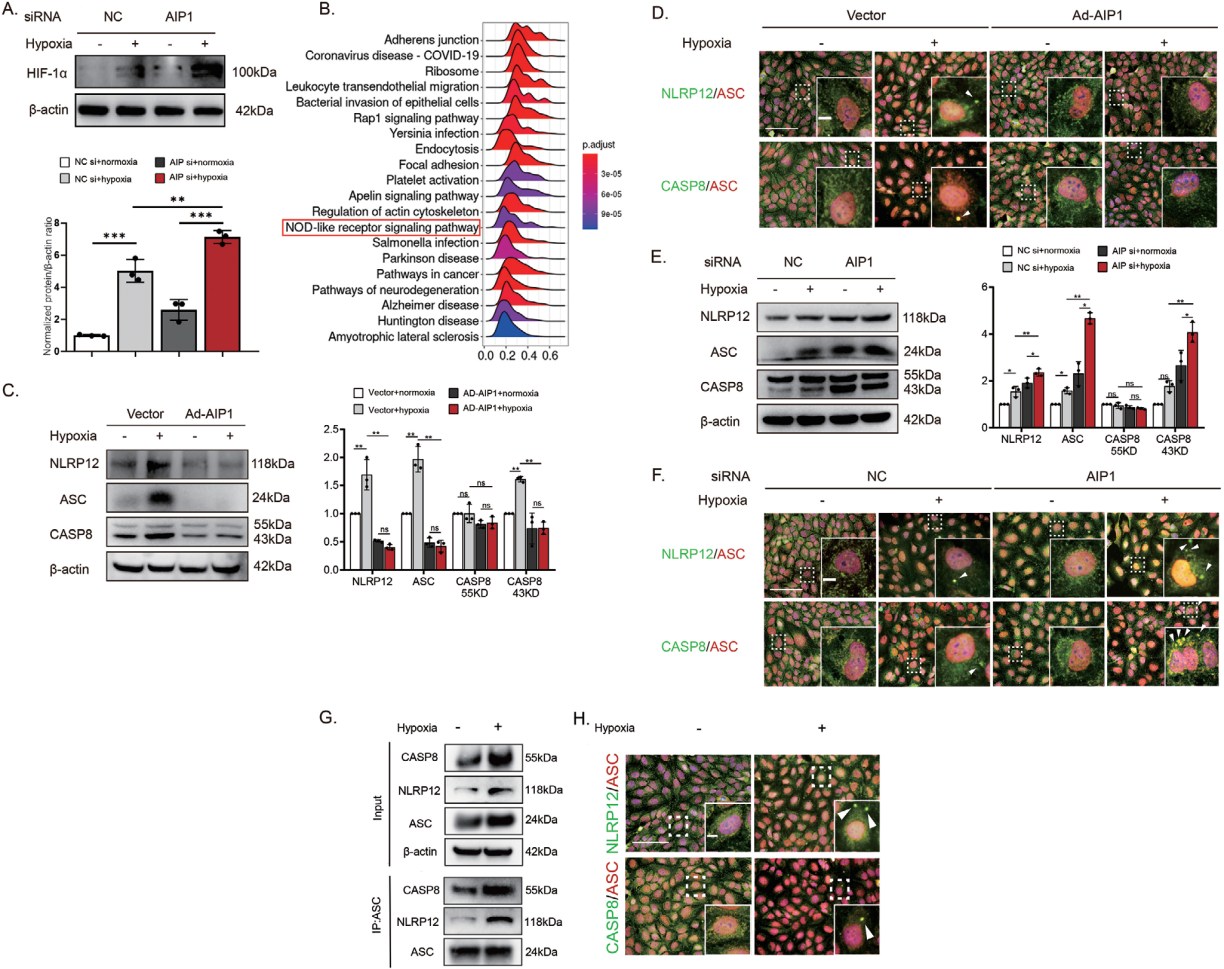
Identification of the NLRP12‐ASC‐CASP8 inflammasome and its suppression by AIP1. (A) Elevated HIF‐1α protein levels in HUVECs transfected with AIP1 siRNA under hypoxia conditions (n = 3 cultures/group). (B) The ridge plot represents a single‐gene GSEA analysis based on AIP1 in VECs cluster, showing a marked association between the NOD‐like receptor signaling pathway and AIP1 in VECs. (C) Decreased NLRP12‐ASC‐CASP8 inflammasome protein levels in HUVECs overexpressing AIP1 (n = 3 cultures/group). (D) Representative images showing the assembly and activation of the NLRP12‐ASC‐CASP8 inflammasome in HUVECs overexpressing AIP1. Arrows indicate the inflammasome complex. Scale bar: 200 µm. (E and F) Activation of the NLRP12–CASP8 inflammasome as measured by dual immunofluorescence staining and immunoblotting in HUVECs transfected with AIP1 siRNA. Arrows indicate the inflammasome complex. Scale bar: 200 µm. (G) The NLRP12‐ASC‐CASP8 inflammasome was identified by co‐IP assay with an anti‐ASC antibody, and immunoblotting was used to detect CASP8, NLRP12, and ASC. (H) Representative images of immunofluorescence staining for NLRP12, ASC, and CASP8 in HUVECs exposed to hypoxia. Arrows indicate the inflammasome assembly. Scale bar: 200 µm. Data are presented as the mean ± SD. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001, ns, not significant. Statistical analyses were performed using GraphPad Prism software, with one‐way ANOVA followed by Dunnett's post hoc tests.

### 3.4 The NLRP12–CASP8‐ASC Inflammasome Promotes Vaso‐Obliteration, Neovascularization, and Tube Formation

Aberrant VEGF signaling is central to the pathologic angiogenesis observed during tumor progression and in the development of retinal vascular diseases,^[^ ^1^ ^]^ Thus, we examined the potential effects of this novel noncanonical NLRP12‐CASP8‐ASC inflammasome on VEGF signaling. The elimination of NLRP12 or CASP8 in HUVECs markedly diminished both protein and mRNA levels of VEGFA, VEGFB, and VEGFR2 (**Figure** **4**A–D), suggesting that this inflammasome promotes VEGF signaling and angiogenesis. We then conducted endothelial tube formation assays in vitro using transfected HUVECs. The number and length of hypoxia‐induced tube‐like structures were markedly reduced in cultures transfected with NLRP12 siRNA (Figure 4E) or CASP8 siRNA (Figure 4F), suggesting a previously unknown role of NLRP12 and CASP8 in retinal vasculopathy and neovascularization. To further delineate the effects of NLRP12 and CASP8 on angiogenesis, IB4 immunofluorescence staining revealed that nonperfused areas and neovascular tuft areas were significantly smaller in NLRP12^−/−^ mice (Figure 4G–I) and CASP8^+/−^ mice (Notably, heterozygotes were used because total ablation is embryonic lethal) (Figure 4K–M) following OIR. Likewise, genetic ablation of NLRP12 or CASP8 suppression also mitigated the increase in retinal vascular permeability following OIR compared to WT littermates, as measured by Evans blue assay (Figure 4J–N). Taken together, these data provide persuasive evidence that activation of the newly identified NLRP12‐CASP8 inflammasome exacerbates hypoxia‐induced vaso‐obliteration and neovascularization during OIR by driving VEGF signaling.

**Figure 4:**
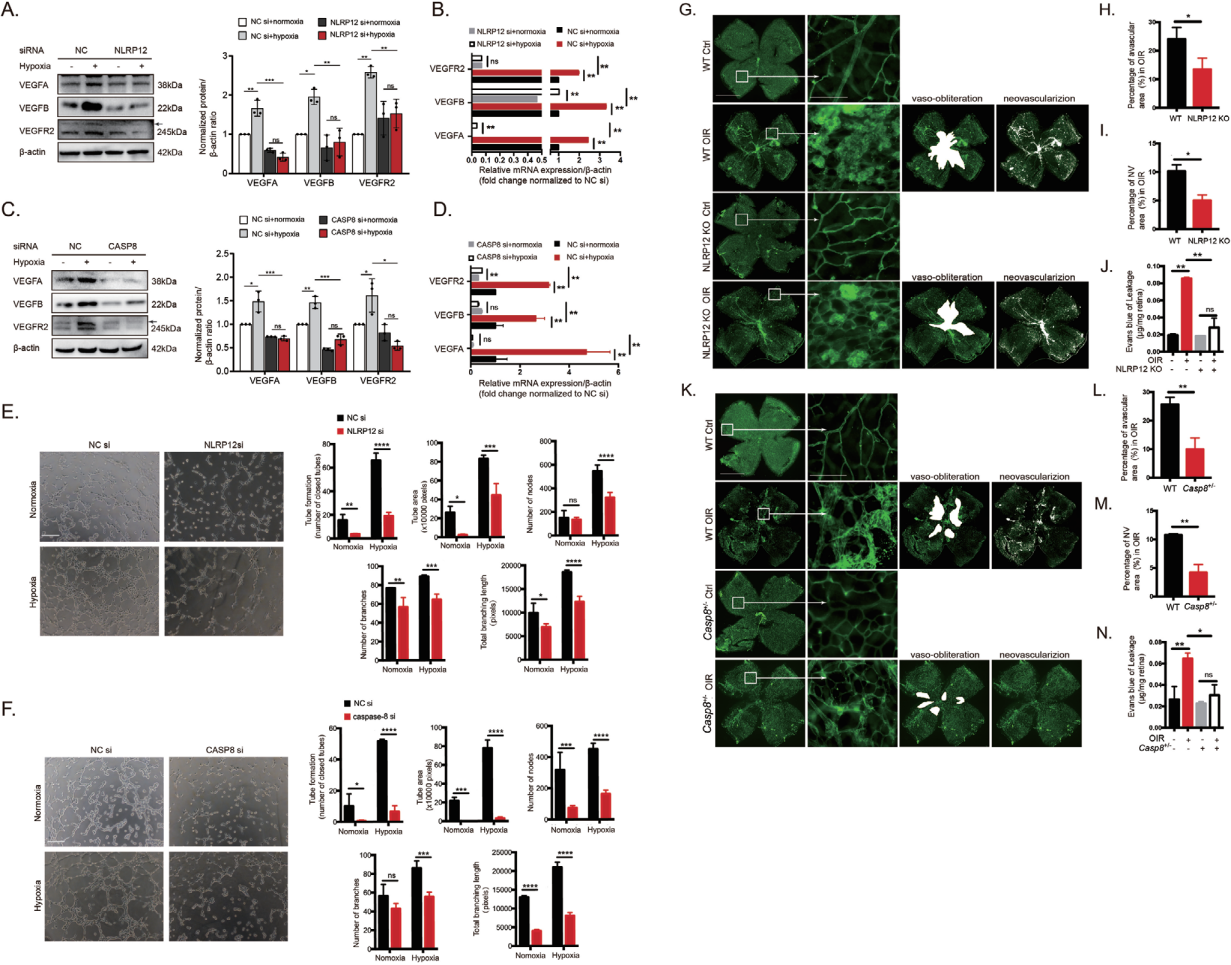
The NLRP12–CASP8 inflammasome enhances VEGF signaling. (A and B) NLRP12 knockdown reduced the protein and mRNA levels of VEGFA, VEGFB, and VEGFR2 in HUVECs exposed to hypoxia (n = 3 cultures/group). (C and D) CASP8 knockdown reduced the protein and mRNA levels of VEGFA, VEGFB, and VEGFR2 in HUVECs exposed to hypoxia (n = 3 cultures/group). (E and F) Representative images and quantitative measurements of tube formation assays using HUVECs transfected with NC siRNA, NLRP12 siRNA, or CASP8 siRNA before hypoxia exposure. Scale bar: 200 µm. (G to N) Representative images and quantitative measurements of the retinal flat mounts stained with IB4 from WT, NLRP12 KO (G), and CASP8 ^+/−^ (K) mice (n = 6 mice/group). Vaso‐obliteration and neovascularization are indicated by the white area and white dots, respectively. Scale bar: 1 mm for 4× images and 100 µm for 40× images. Analyses of whole‐mount retinal immunofluorescence images, including nonperfused areas (H,L), new vessel tuft formation (I,M), and Evan blue dye permeability (J,N). Data are presented as the mean ± SD. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001, ns, not significant. Statistical analyses were performed using GraphPad Prism software, with one‐way ANOVA followed by Dunnett's post hoc tests and the independent‐sample t‐test.

### 3.5 The NLRP12–CASP8 Inflammasome Promotes Inflammatory Cytokine Generation and GSDMD‐Mediated Pyroptosis of VECs During OIR

Our previous study showed that CASP8 and NLRP12 promote microglia pyroptosis, which mediates ischemic retinopathy.^[^ ^5^, ^34^ ^]^ However, it remains unclear whether pyroptosis is involved in the inflammatory angiogenesis. Therefore, we investigated the effects of pyroptosis on RNV by comparing whole‐mount immunofluorescence IB4 staining patterns between WT and GSDMD KO mice following OIR. Genetic deletion of GSDMD significantly reduced the avascular area and pathologic neovascular tufts compared to WT following OIR (**Figure** **5**A–C). Furthermore, GSDMD‐KO mice exhibited a lower Evans blue dye leakage rate following OIR injury compared to WT mice (Figure 5D), suggesting that GSDMD deletion and the subsequent inhibition of pyroptosis attenuates retinal VECs dysfunction and preserves VECs barrier integrity under OIR conditions.

**Figure 5:**
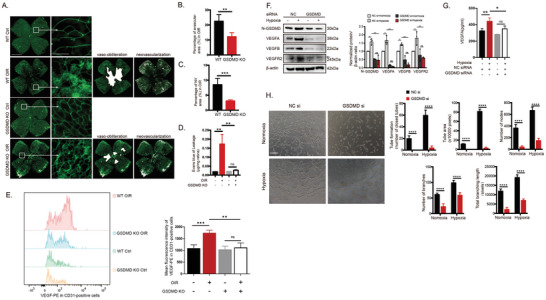
GSDMD‐mediated pyroptosis and VEGF signaling of VECs drive OIR. (A) Retinal vasculature in WT and GSDMD KO mice was visualized using IB4 immunofluorescence staining (n = 6 mice/group). Scale bar: 1 mm for 4× images and 100 µm for 40× images. (B–D) Analysis of whole‐mount retinal immunofluorescence images, including avascular areas (B), neovascular tuft areas (C), and Evans blue dye permeability (D). (E) Flow cytometry analysis of VEGF‐PE expression in CD31‐positive cells (vascular endothelial cell marker) in the retina of WT and GSDMD KO mice (n = 6 mice/group). (F) GSDMD knockdown reduced VEGFA, VEGFB, and VEGFR2 protein levels in HUVECs exposed to hypoxia (n = 3 cultures/group). (G) VEGFA levels in the supernatant of HUVECs exposed to hypoxia were measured using ELISA (n = 3 cultures/group). (H) Representative images and quantitative measurements of tube formation assays using HUVECs transfected with NC siRNA and GSDMD siRNA before hypoxia exposure. Scale bar: 200 µm. Data are presented as the mean ± SD. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001, ns, not significant. Statistical analyses were performed using GraphPad Prism software, with one‐way ANOVA followed by Dunnett's post hoc tests and the independent‐sample *t*‐test.

Angiogenesis and the maintenance of vascular homeostasis require the dynamic modulation of VECs through various local and systemic signaling factors.^[^ ^35^, ^36^ ^]^ The VEGF signaling pathway is pivotal in promoting retinal neovascularization. Pyroptosis may represent a critical pathway leading to VECs dysfunction under various pathological conditions.^[^ ^37^, ^38^ ^]^ The potential link between GSDMD‐mediated pyroptotic pore formation and VEGF release warrants further investigation, suggesting an intriguing interplay between inflammatory cell death mechanisms and angiogenic responses. Therefore, we further explored the alterations in VEGF expression within VECs following GSDMD gene depletion in the GSDMD KO mice model of OIR. Retinas were processed into single‐cell suspensions and dual staining of CD31 (a marker of VECs) and VEGF was used to assess VEGF expression in CD31‐positive cells. Flow cytometry revealed a decrease in VEGF levels in GSDMD KO OIR mice compared to the WT OIR mice (Figure 5E). Selective knockdown of GSDMD in HUVECs significantly decreased the expression of VEGF signaling components VEGFA, VEGFB, and VEGFR2 (Figure 5F) and reduced VEGFA secretion (Figure 5G). This suggests that GSDMD normally promotes VEGF signaling and the extracellular secretion of VEGFA from VECs, thereby driving RNV. Matrigel assays demonstrated that GSDMD knockdown in HUVECs significantly reduced hypoxia‐induced tube formation and network complexity (Figure 5H). This suggests that GSDMD‐mediated pyroptosis of VECs contributes to vaso‐obliteration and neovascularization.

Finally, we investigated the mechanisms underlying pyroptosis and its role in inflammatory angiogenesis. AIP1 overexpression markedly suppressed hypoxia‐induced GSDMD cleavage, while AIP1 downregulation increased N‐terminal GSDMD expression (**Figure** **6**A,B). CASP1 inhibition significantly reduced GSDMD cleavage and the expression of VEGF signaling components in HUVECs, suggesting that CASP1‐induced, GSDMD‐dependent pyroptosis drives VEGF signaling and promotes neovascularization in OIR (Figure 6C,D). Knockdown of either NLRP12 or CASP8 reduced CASP1, GSDMD, and cleaved IL‐1β expression in HUVECs (Figure 6E,F), indicating that hypoxia‐induced activation of the noncanonical NLRP12‐ASC‐CASP8 inflammasome triggers CASP1‐driven, GSDMD‐dependent pyroptosis and IL‐1β maturation. In summary, these findings uncover a novel mechanism for inflammatory angiogenesis. Reduced levels of the angiogenesis inhibitor AIP1 trigger the activation of the NLRP12‐CASP8 inflammasome through a caspase‐1‐dependent pathway. This, in turn, leads to VECs pyroptosis and enhances VEGF signaling, ultimately promoting neovascularization (**Figure** **7**).

**Figure 6:**
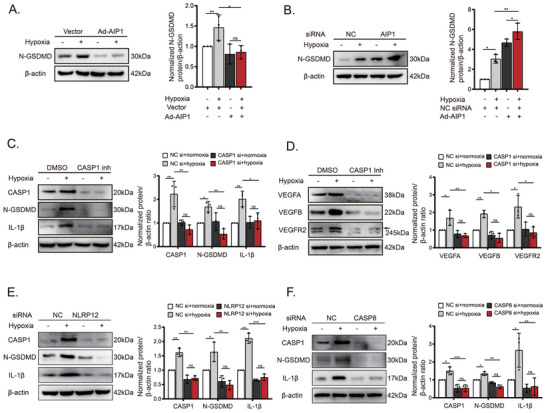
The NLRP12–CASP8 inflammasome promotes GSDMD‐mediated pyroptosis and VEGF expression of VECs. (A and B) Cleavage of GSDMD was detected by Western blot in HUVECs with AIP1 overexpression or AIP1 knockdown, respectively (n = 3 cultures/group). (C and D) Components of the pyroptotic‐ and VEGFA‐associated pathways were assayed by Western blot following CASP1 inhibition (n = 3 cultures/group). (E and F) Western blot analysis of pyroptotic hallmarks, including CASP1, GSDMD cleavage and IL‐1β maturation, after NLRP12 or CASP8 knockdown (n = 3 cultures/group). Data are presented as the mean ± SD. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ns, not significant. Statistical analyses were performed using GraphPad Prism software, with one‐way ANOVA followed by Dunnett's post hoc tests.

**Figure 7:**
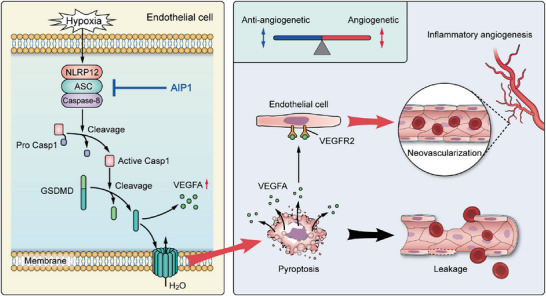
A new model of ROP pathogenesis involving AIP1 downregulation, NLRP12–CASP8inflammasome activation, GSDMD‐dependent VECs pyroptosis, excessive VEGFA production, and neovascularization. All images were generated by the authors.

## 4 Discussion

Pathogenic retinal angiogenesis is central to the pathophysiology of many vision‐threatening diseases, characterized by new blood vessel formation surrounding avascular areas.^[^ ^39^ ^]^ This pathologic neovascularization is thought to be associated with dysfunctional VEGF signaling. Thus, binding VEGFA to decoy receptors or using VEGF‐neutralizing antibodies are common therapeutic approaches in clinical practice.^[^ ^40^, ^41^, ^42^ ^]^ In addition to paracrine VEGF signaling, autocrine VEGFA is pivotal for the maintenance of VECs survival,^[^ ^43^ ^]^ though the mechanisms underlying endothelial autocrine VEGFA release remain elusive. Here, using a murine OIR model with retinal vaso‐obliteration and neovascularization induced by oxygen‐dependent retinal vascular injury and occlusion, we revealed novel mechanisms responsible for autocrine VEGFA release and endothelial dysfunction, identifying previously unknown therapeutic targets for intervention.

Although anti‐VEGF strategies are a promising treatment for ocular neovascularization, they have critical limitations in improving vision loss and regressing blood vessels due to VEGF‐induced pathological vessel maturation. Accumulating evidence indicates that angiogenesis is often associated with inflammation.^[^ ^30^, ^44^, ^45^ ^]^ However, the precise mechanisms of inflammatory angiogenesis are still obscure. 

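Beyond the VEC-like cells, 8 cell types had at least 10 cells in each sample. In Mueller-like cells, 191 genes were called higher and 130 lower in the OIR group of 11623 tested. Rod-like cells had 183 higher and 121 lower, rod bipolar-like cells 117 and 109, cone-like cells 71 and 42, and cone bipolar-like cells 52 and 36. Microglia-like cells had 10 higher and 1 lower, and RPE-like cells 0 higher and 1 lower (85 at an unadjusted p under 0.05, and 0 higher and 1 lower by DESeq2). Amacrine-like cells had 0 in either direction by edgeR, 180 at an unadjusted p under 0.05, and 3 higher and 0 lower by DESeq2. With the replicate number as a block, the totals were 1237 in rod-like, 615 in rod bipolar-like, 548 in cone bipolar-like and 399 in cone-like cells. Single samples moved these totals by more than 1.5 times. In Mueller-like cells the total was 92 without OIR replicate 1, 103 without OIR replicate 3, 79 without control replicate 2 and 123 without control replicate 3. In rod-like cells it was 478 without OIR replicate 1, 1017 without control replicate 1, 42 without control replicate 2 and 44 without OIR replicate 2, OIR replicate 3 or control replicate 3. In rod bipolar-like cells it was 80 and 129 without OIR replicates 2 and 3, and 349, 102 and 145 without control replicates 1, 2 and 3. In cone bipolar-like cells it was 21 and 44 without OIR replicates 2 and 3, and 208, 48 and 56 without control replicates 1, 2 and 3. In cone-like cells it was 67 and 66 without OIR replicates 2 and 3, and 233, 56 and 63 without control replicates 1, 2 and 3. In microglia-like cells it was 3 and 43 without OIR replicates 1 and 2, and 33 and 5 without control replicates 2 and 3.

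In Mueller-like cells the hypoxia list had a median log2 fold change of 0.37 (21 of 25 genes higher, adjusted p = 8.85e-06 by camera and 0.138 by fry), the angiogenesis list 0.48 (13 of 14, 8.70e-05 and 0.138) and the interferon list 1.30 (24 of 24, 1.02e-14 and 0.169). Adjusted over the 7 lists, none of these 3 calls held under fry, both tests being those of limma. Vegfa was higher in Mueller-like cells by 0.70 (standard error 0.26, adjusted p = 0.223 over genes and 0.184 over the 8 types).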

Herein, we characterized the differences in retinal cell gene expression profiles between OIR and untreated mouse pups using scRNA‐seq, showing that neovascularization results from an imbalance between pro‐angiogenic and anti‐angiogenic factors, based on functional annotation analysis. 

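In the control group Dab2ip reached 270 CPM in VEC-like, 195 in amacrine-like, 136 in rod bipolar-like and 136 in cone bipolar-like cells, 106 in Mueller-like and 104 in VSMC-like cells, 79.2 in RPE-like and 78.0 in astrocyte-like cells. Cone-like (12.1), rod-like (9.82) and microglia-like cells (8.62) lay an order of magnitude lower. Paired by sample over both groups, VEC-like cells exceeded amacrine-like cells by 0.04 on the log2 scale and were higher in 3 of 6 samples (two-sided exact sign-flip permutation test, p = 0.844). The direction of this difference changed with clustering without integration (-0.04), with a mitochondrial limit of 10% (-0.02) and with no upper limit on genes (-0.01). Against rod-like cells the difference was 4.04, with VEC-like cells higher in 6 of 6 samples (exact p = 0.0313, the smallest that 6 samples allow, adjusted p = 0.0781 over 10 types). Against Mueller-like cells it was 0.77 (higher in 5 of 6, exact p = 0.0625, adjusted p = 0.0893). In the control group alone the mean difference from amacrine-like cells was 0.41, and in the OIR group -0.32.

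**Figure D2:**
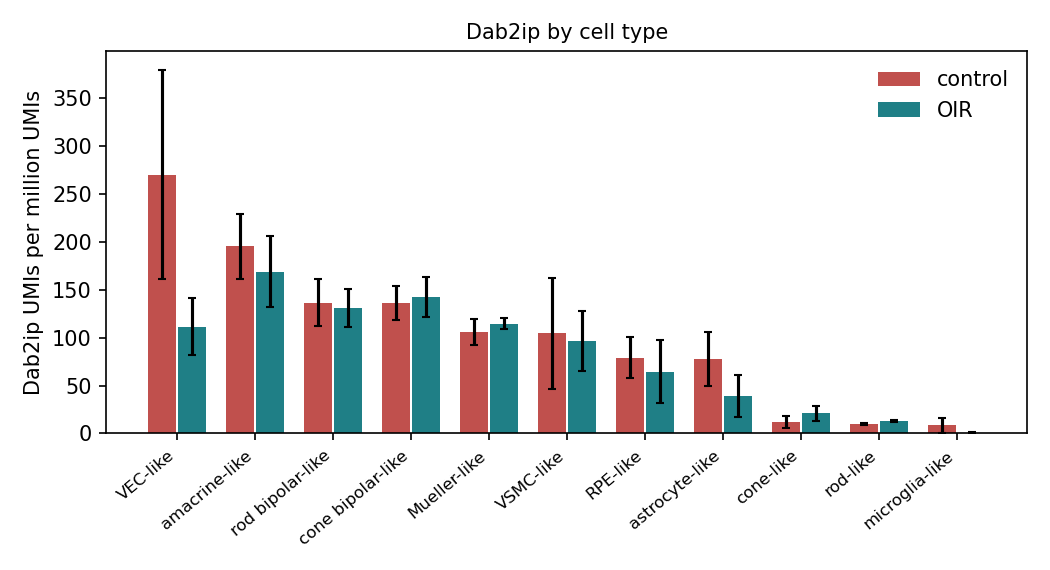
Dab2ip in CPM of the summed UMIs in each cell type, with bars for the mean of the 3 control and the 3 OIR samples and error bars for the SD (n = 3). In the control group VEC-like cells stand at 270 and amacrine-like cells at 195, and cone-like, rod-like and microglia-like cells lie far below the other types.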

We found that AIP1 was specifically expressed in retinal VECs and substantially downregulated in OIR retinas compared to untreated controls. Furthermore, AIP1 acts as a critical endogenous inhibitor of VEGF‐induced neovascularization by directly binding to VEGFR2 complex.^[^ ^14^, ^30^ ^]^ Consistent with this function, AIP1‐knockout mice exhibited more severe nonperfusion injury and angiogenesis in a murine OIR model, suggesting that the AIP1 downregulation during OIR may induce an imbalance between pro‐and anti‐angiogenic processes, leading to excessive retinal neovascularization. Conversely, AIP1 overexpression significantly inhibited VEGF‐related signaling in OIR, consistent with previous studies.^[^ ^14^, ^30^, ^46^ ^]^ A reduction in AIP‐1 in LPS‐stimulated ECs has been shown to augment pro‐inflammatory TLR4‐MyD88 signaling, highlighting AIP1 as a potential molecular link between inflammation and angiogenesis.^[^ ^47^ ^]^ Here, we provide evidence for this function by demonstrating that AIP1 suppresses the NLRP12 and CASP8 inflammasomes and GSDMD‐dependent pyroptosis. Further investigation is warranted to delineate the specific inflammasome components that interact with AIP1 and the mechanisms involved. Proximity labeling techniques, which excel at capturing transient and weak interactions, particularly when using AIP1 as a bait protein, offer a powerful strategy to map the local interactome and provide deeper insights into these dynamic molecular associations. In a previously published study on corneal alkali burn, we found that AIP1 regulated neovascularization primarily by influencing NOX4‐driven ROS production and the imbalance between NLRP3 and NLRP6 inflammasomes.^[^ ^48^ ^]^ This suggests that the mechanisms by which AIP1 regulates inflammasomes and pyroptosis differ depending on the cell type and the nature of the pathological damage involved. The proximity labeling technique is a powerful tool for studying the AIP1 interactome under various pathological conditions, helping to uncover cell‐type‐specific and pathology‐specific AIP1‐mediated protein networks. Moreover, GSDMD‐dependent pyroptosis of VECs resulted in enhanced VEGFA release, suggesting that AIP1 might act as a dual‐function suppressor of angiogenesis by reducing both VEGFR activity and VEGF ligand release. Recently, increasing attention has been given to the role of GSDMD in mediating barrier disruption, particularly in endothelial cells. Studies have highlighted how GSDMD activation compromises endothelial barrier integrity, leading to increased vascular permeability and tissue damage.^[^ ^49^ ^]^

This study provides the evidence that the pyroptosis effector GSDMD contributes to hypoxia‐induced blood vessel obstruction, pathogenic angiogenesis, and increased vascular permeability during OIR development. GSDMD knockdown in HUVECs reduced both VEGFA production and secretion, supporting the idea that VEC pyroptosis is a major contributor to VEGFA hyperactivity and angiogenesis in OIR. This finding suggests a novel mechanism mediating inflammatory angiogenesis, namely GSDMD‐dependent VECs pyroptosis under hypoxia resulting in unregulated VEGFA release and the autocrine activation of surviving VECs, with the ensuing enhancement of VECs viability, migration, and angiogenesis. Unlike the pro‐angiogenic VEGFR2, VEGFR1 regulates cell survival rather than angiogenesis and has a stronger affinity for VEGFA than VEGFR2.^[^ ^50^ ^]^ VEGFB is believed to indirectly promote angiogenesis by occupying VEGFR1‐binding sites, thus allowing VEGFA to bind VEGFR.^[^ ^11^ ^]^ In our study, VEGFB and VEGFR2 expression levels were markedly reduced by GSDMD knockdown, suggesting that GSDMD mediates both indirect and direct pro‐angiogenic signaling.

The NLRP3 inflammasome has been implicated in the neovascularization associated with wet AMD and DR,^[^ ^22^, ^51^ ^]^ but it remains unclear whether the newly identified NLRP12 sensor assembles and functions as an inflammasome in angiogenesis. WB, co‐IP and immunolocalization experiments revealed that NLRP12 and CASP8 are linked by the adaptor protein ASC to form an atypical inflammasome complex activated by hypoxia. Activation of this NLRP12‐CASP8 inflammasome promoted the CASP1‐dependent cleavage of GSDMD, inducing VECs pyroptosis. Furthermore, genetic ablation of NLRP12 or suppression of CASP8 expression reduced the formation of nonperfused and neovascular areas, vascular permeability, and VEGF signaling factor expression in the OIR model, suggesting that this atypical NLRP12‐CASP8 inflammasome could be an effective therapeutic target for RNV. Tisch et al. also reported that the loss of CASP8 in VECs reduces pathological neovascularization in ROP.^[^ ^52^ ^]^ We therefore infer that hypoxia‐induced NLRP12‐CASP8 inflammasome activation triggers GSDMD cleavage to drive vascular endothelial pyroptosis. The membrane pores formed by cleaved N‐terminal GSDMD fragments allow excessive VEGFA secretion, disrupting endothelial barrier integrity and increasing fluid leakage. Additionally, the spread of VEGFA subsequently amplifies neovascularization.

Our study showed that the ablation of CASP8/AIP1 significantly delayed normal vascularization in the retina. Our findings also provided evidence that the pyroptosis effector GSDMD, and its upstream initiator NLRP12, modulated normal retinal vascular development (Figure S2, Supporting Information). However, the underlying mechanisms require further investigation.

In summary, this study reveals a novel mechanism for pathogenic neovascularization in RNV. Briefly, NLRP12‐CASP8‐induced, GSDMD‐dependent VECs pyroptosis results in VEGFA release and promotes RNV. Thus, the NLRP12‐CASP8‐GSDMD axis provides a molecular link between inflammation and angiogenesis. Conversely, AIP1 protects against retinopathy by negatively regulating the NLRP12‐CASP8 inflammasome and pyroptosis, thereby suppressing inflammatory cascades and VEGF signaling. Thus, AIP1 is a promising protective factor against RNV. Comprehensive future studies are needed to determine how to effectively reduce pathologic neovascularization without affecting normal vascular survival and homeostasis.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Y.L., Y.S., D.X., and H.C. are co‐authors. Y.L. and W.C. performed conceptualization, data curation, formal analysis, acquired funding acquisition, investigation, methodology, project administration, resources, software, supervision, validation, visualization, writing‐original draft, writing‐review, and editing. Y.S. performed software, investigation, methodology, writing‐review, and editing. D.X. performed data curation, formal analysis, methodology, validation, visualization, writing‐review, and editing. H.C. performed conceptualization, formal analysis, investigation, methodology, writing‐original draft. Q.Z. performed data curation, formal analysis. S.Z. and F.W. performed supervision, writing‐review, and editing. J.O. performed acquired funding acquisition, supervision, writing‐review, and editing. M.Z. and L.S. performed data curation, formal analysis, methodology, validation. X.L. and W.W. performed supervision, writing‐review, and editing.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: AIP1 Regulates Ocular Angiogenesis Via NLRP12‐ASC‐Caspase‐8 Inflammasome‐Mediated Endothelial Pyroptosis
**Source:** Adv Sci (Weinh). 2024 Nov 11;11(47):2405834. doi: 10.1002/advs.202405834
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary Material**

**
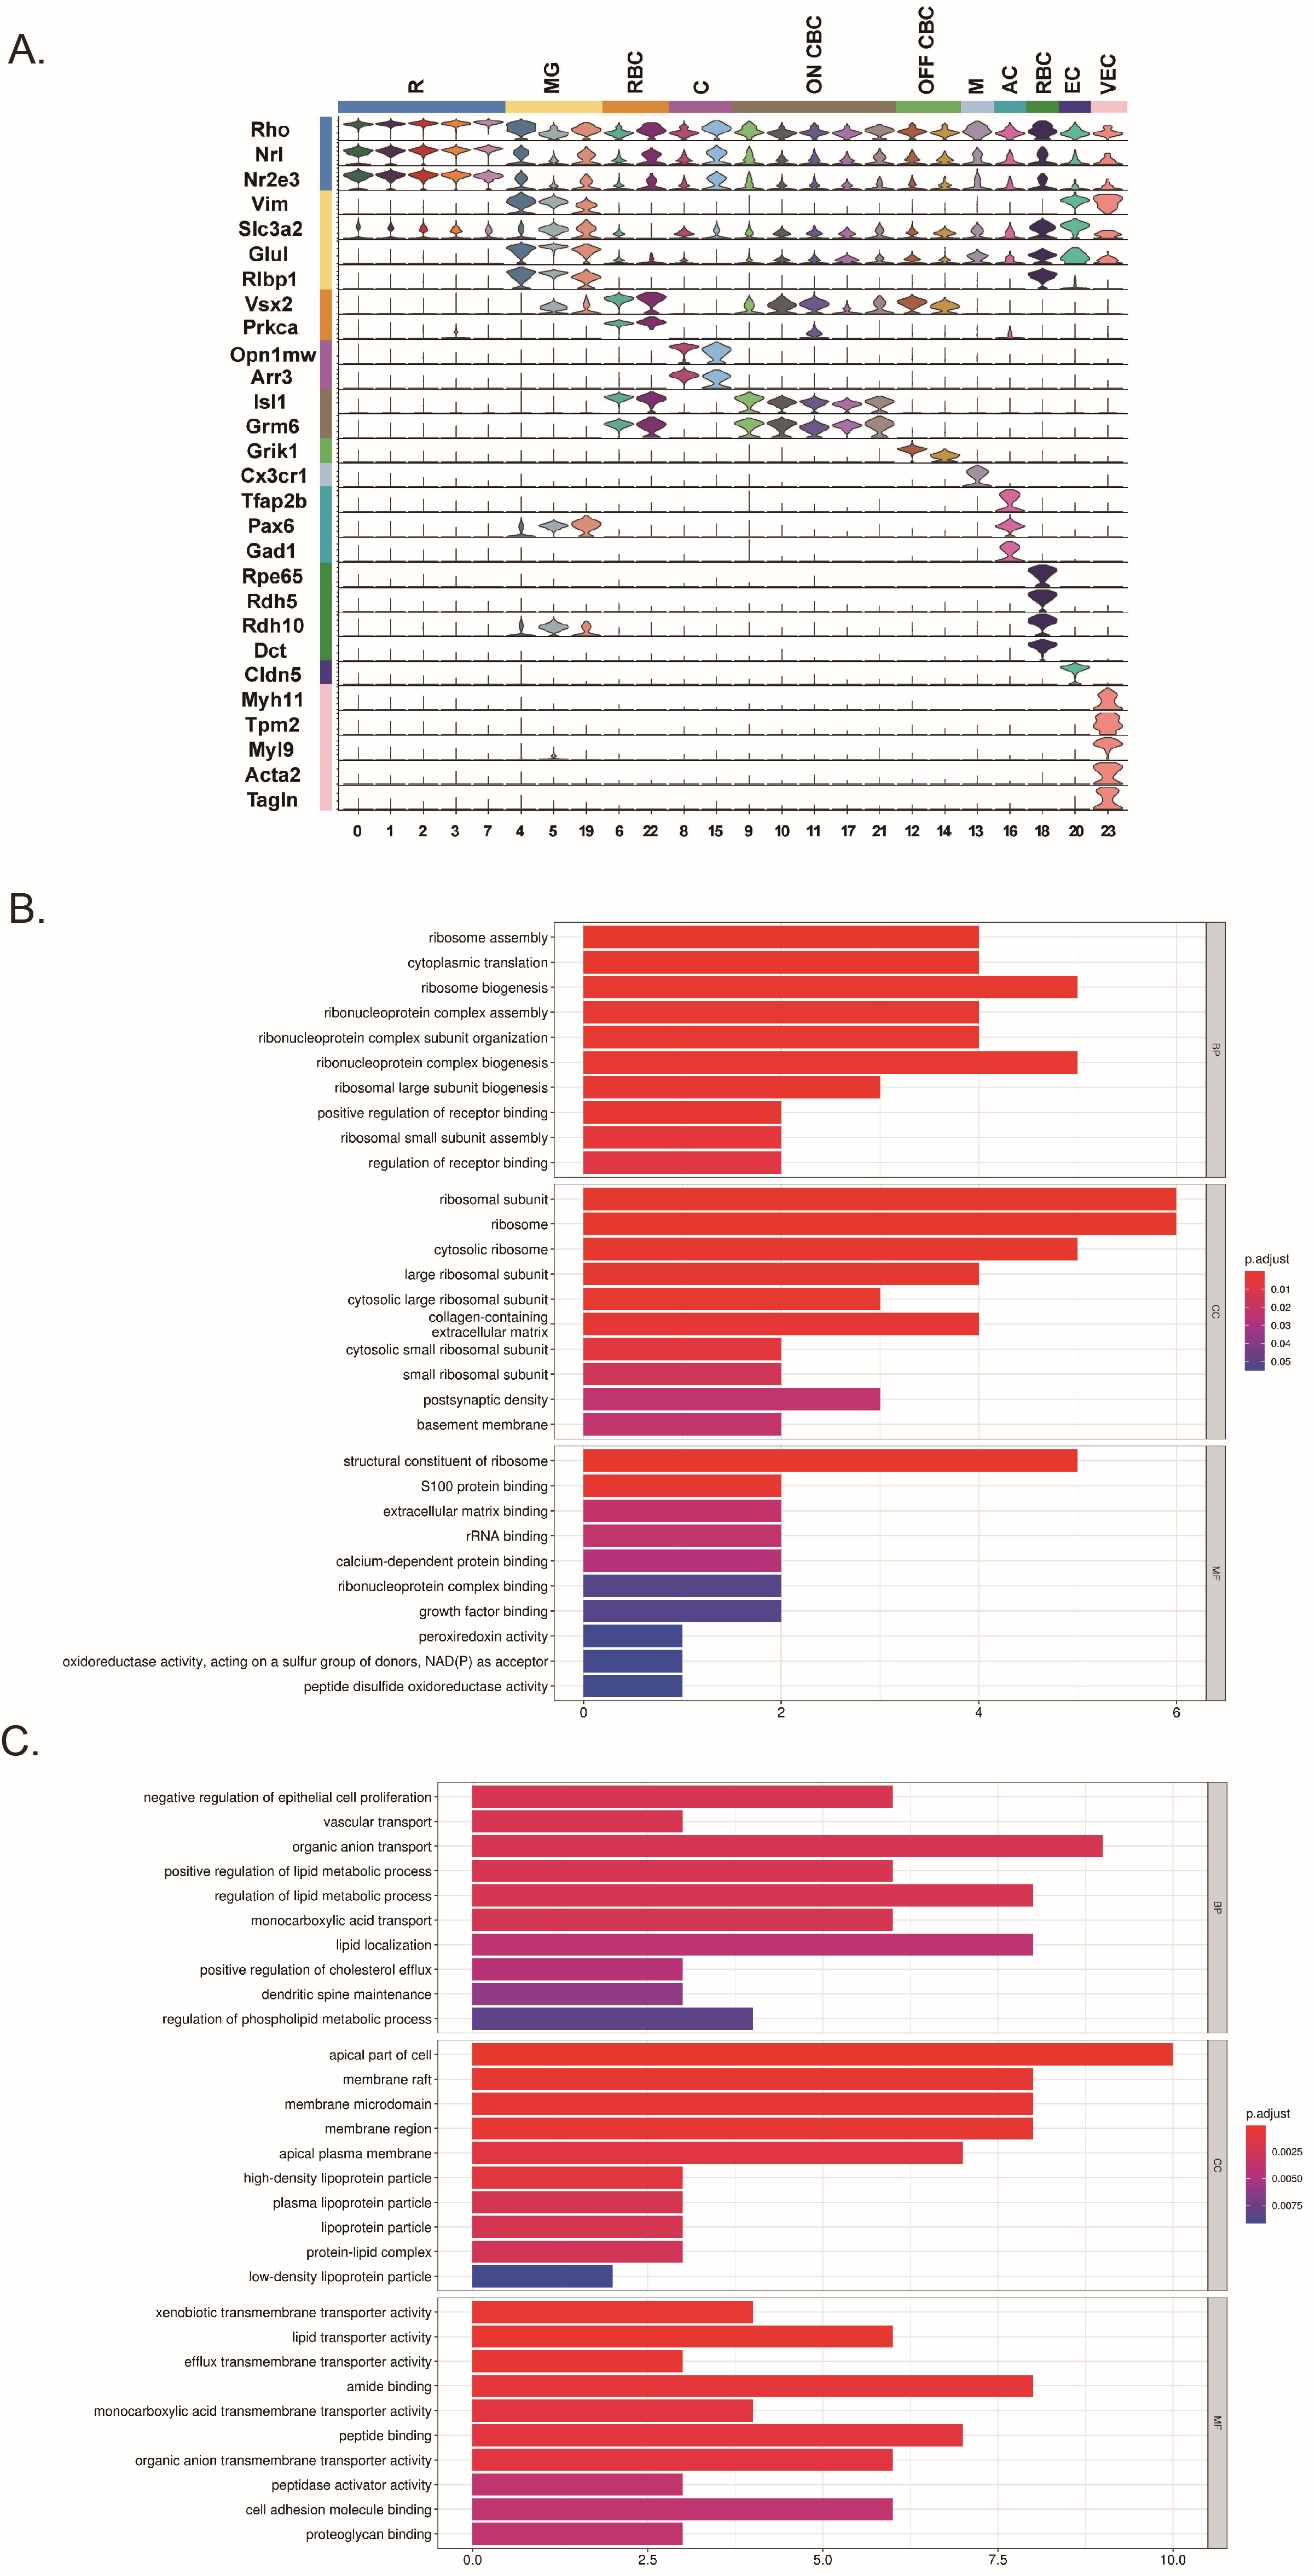
**

**
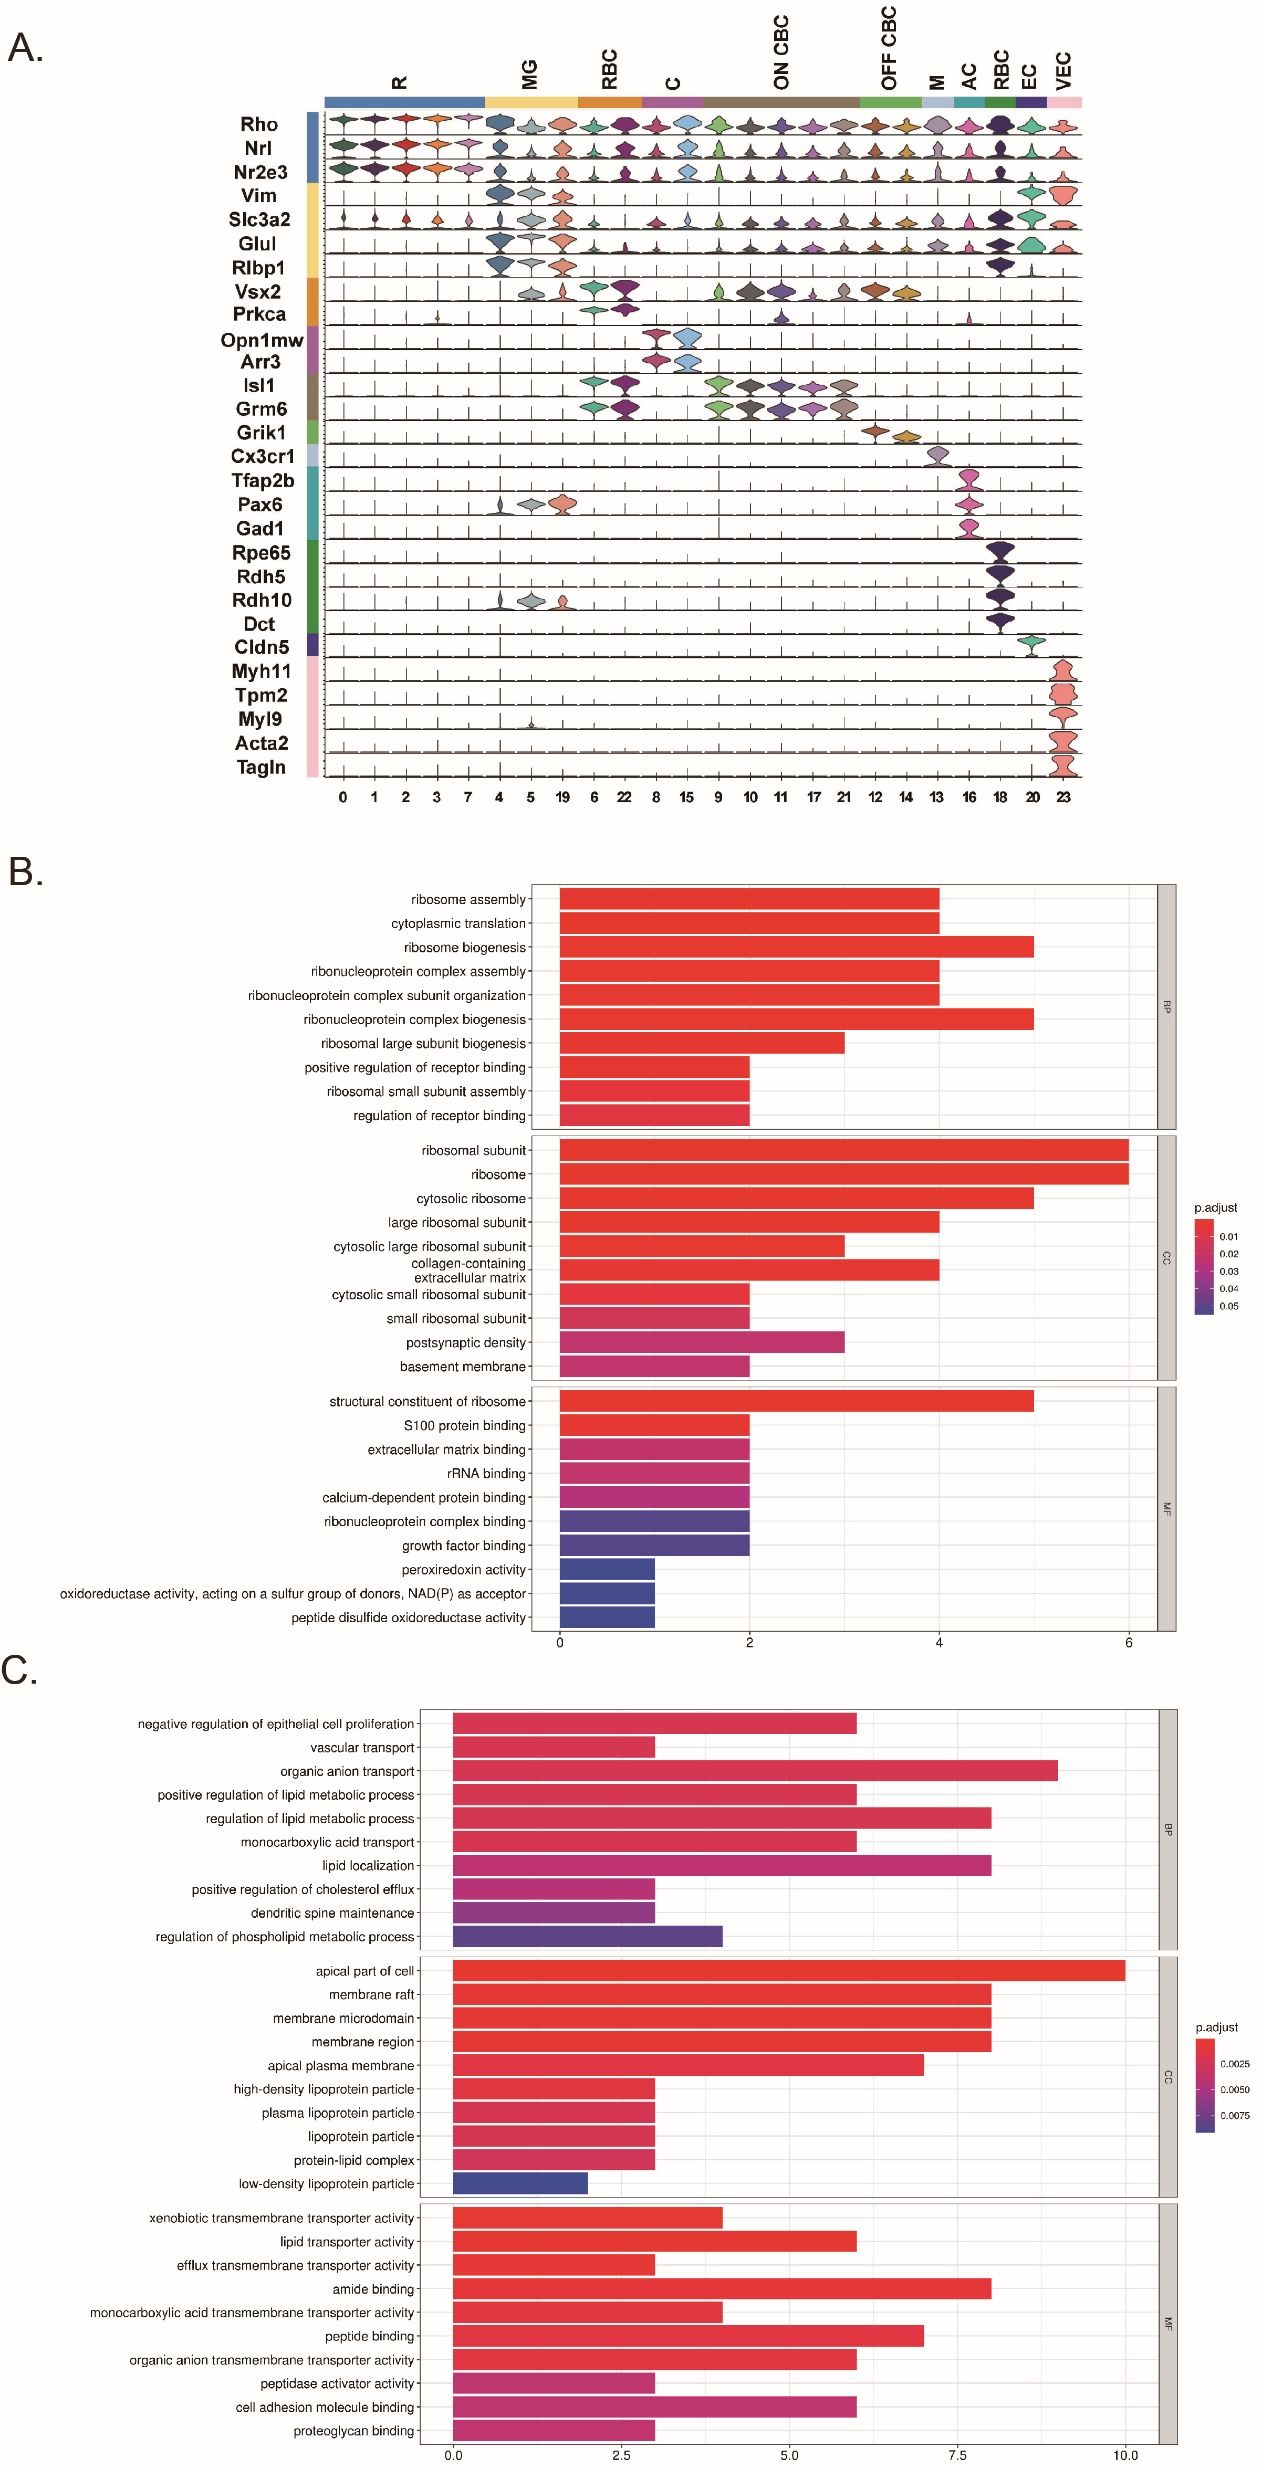
**

**Figure S1.** (A). Cluster-specific expression of marker genes in a violin plot. R: rod photoreceptors; MG: Müller glia; RBC: rod bipolar cells; C: cone photoreceptors; ON CBC： ON cone bipolar cell; OFF CBC：OFF cone bipolar cells； M： microglial； AC: amacrine cells; RPE: retinal pigment epithelial; EC: Vascular endothelial cells; VEC: Vascular smooth muscle cell. (B and C) The downregulated (B) and upregulated (C) gene in VECs GO terms in molecular function (MF), biological process (BP) and cellular component (CC) categories. The color scheme is based on P value from 0.01 (red) to 0.05 (purple).

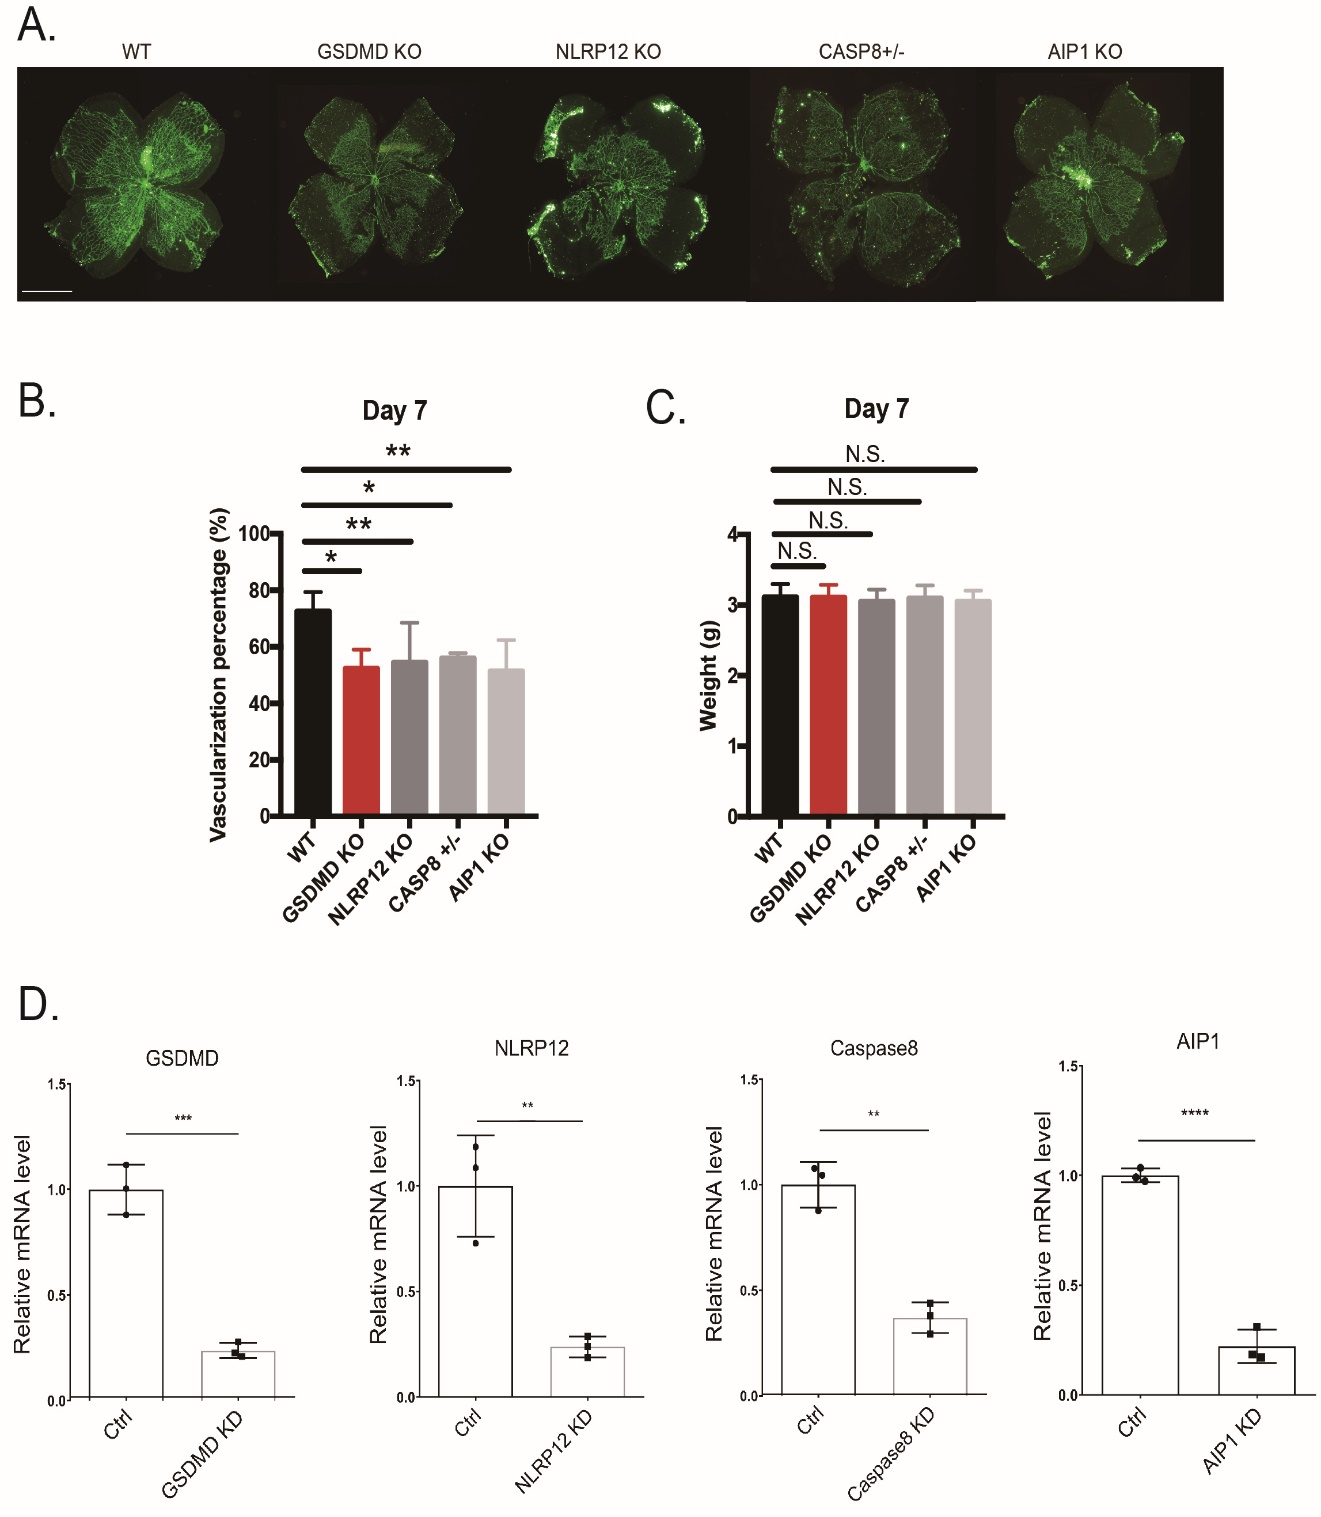

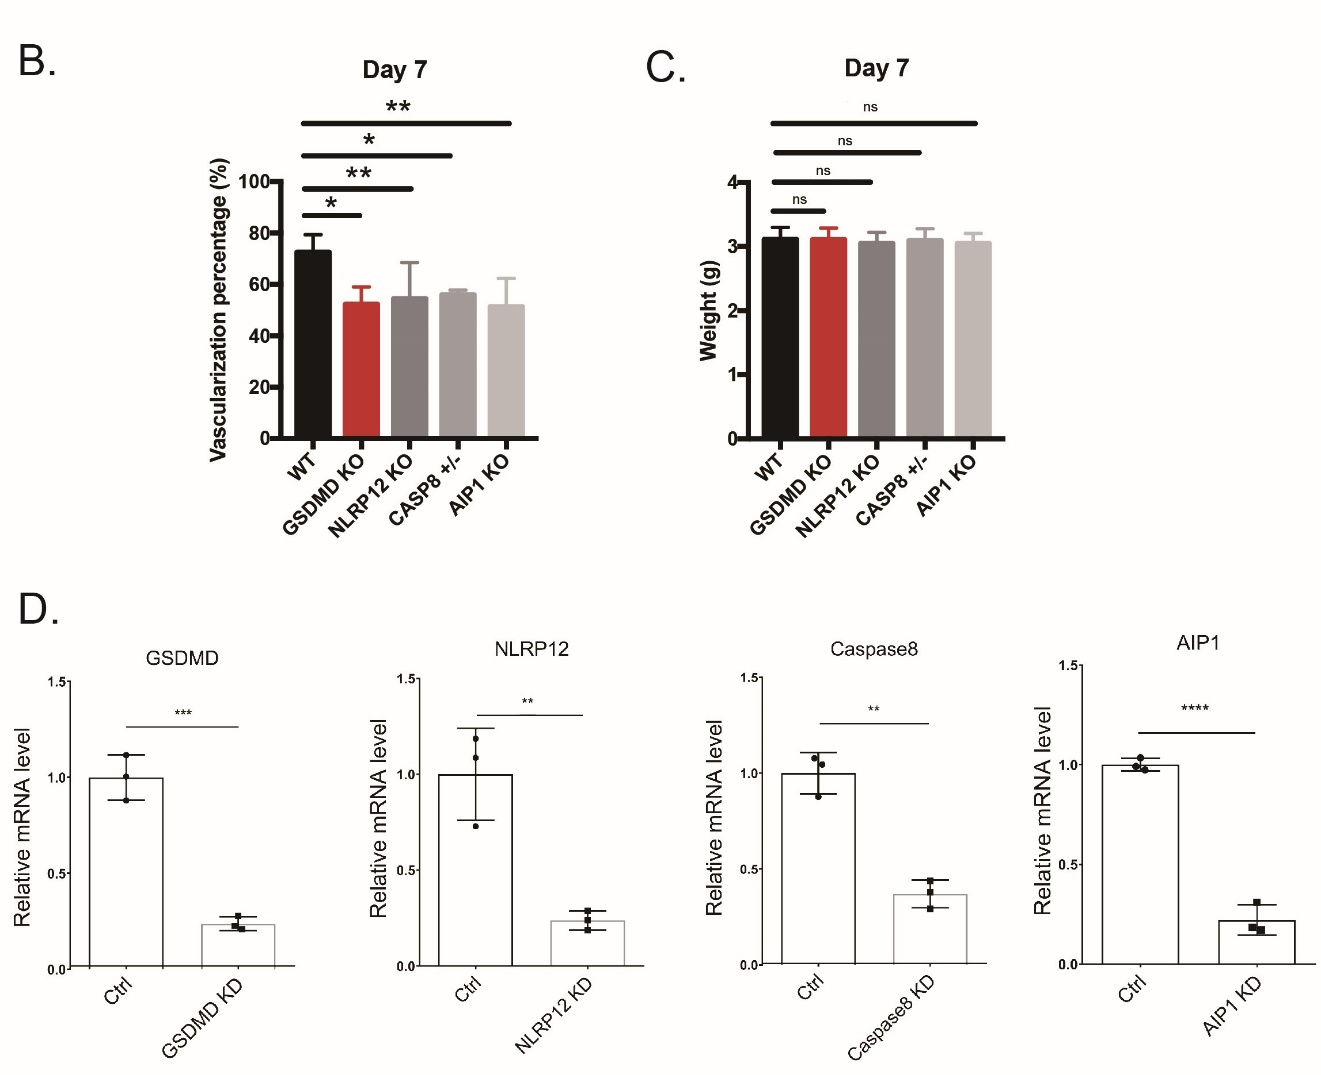

**Figure S2. GSDMD/ NLRP12/ CASP8/ AIP1 gene deletion delayed vascular development.** (A and B) Representative images showing retinal vasculature in different postnatal 7-day mouse strains (n = 6 mice/group). Scale bar: 1 mm. The vascularization area was calculated and analyzed using GraphPad Prism software (B). (C) Body weights of postnatal 7-day mice in different groups were quantitively analyzed by GraphPad Prism software (n = 8 mice/group). (D). The human AIP1, CASP8, NLRP12, and GSDMD siRNAs were used and showed good knockout efficiency (n = 3 mice/group). Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ns, not significant. Statistical analyses were performed using GraphPad Prism software, with one-way ANOVA followed by Dunnett’s post hoc tests and the independent-sample t-test.

**Reference**

[1] H.L. Goel, A.M. Mercurio, VEGF targets the tumour cell, Nat Rev Cancer, 13 (2013) 871-882.

[2] R.F. Gariano, T.W. Gardner, Retinal angiogenesis in development and disease, Nature, 438 (2005) 960-966.

[3] Y. Sun, Z. Lin, C.H. Liu, Y. Gong, R. Liegl, T.W. Fredrick, S.S. Meng, S.B. Burnim, Z. Wang, J.D. Akula, W.T. Pu, J. Chen, L.E.H. Smith, Inflammatory signals from photoreceptor modulate pathological retinal angiogenesis via c-Fos, J Exp Med, 214 (2017) 1753-1767.

[4] Y. Wooff, S.M. Man, R. Aggio-Bruce, R. Natoli, N. Fernando, IL-1 Family Members Mediate Cell Death, Inflammation and Angiogenesis in Retinal Degenerative Diseases, Front Immunol, 10 (2019) 1618.

[5] W. Chi, F. Li, H. Chen, Y. Wang, Y. Zhu, X. Yang, J. Zhu, F. Wu, H. Ouyang, J. Ge, R.N. Weinreb, K. Zhang, Y. Zhuo, Caspase-8 promotes NLRP1/NLRP3 inflammasome activation and IL-1beta production in acute glaucoma, Proc Natl Acad Sci U S A, 111 (2014) 11181-11186.

[6] A. Kruger-Genge, A. Blocki, R.P. Franke, F. Jung, Vascular Endothelial Cell Biology: An Update, Int J Mol Sci, 20 (2019).

[7] B. Bai, Y. Yang, Q. Wang, M. Li, C. Tian, Y. Liu, L.H.H. Aung, P.F. Li, T. Yu, X.M. Chu, NLRP3 inflammasome in endothelial dysfunction, Cell Death Dis, 11 (2020) 776.

[8] M. Mussbacher, M. Salzmann, C. Brostjan, B. Hoesel, C. Schoergenhofer, H. Datler, P. Hohensinner, J. Basilio, P. Petzelbauer, A. Assinger, J.A. Schmid, Cell Type-Specific Roles of NF-kappaB Linking Inflammation and Thrombosis, Front Immunol, 10 (2019) 85.

[9] A.S. Bharadwaj, B. Appukuttan, P.A. Wilmarth, Y. Pan, A.J. Stempel, T.J. Chipps, E.E. Benedetti, D.O. Zamora, D. Choi, L.L. David, J.R. Smith, Role of the retinal vascular endothelial cell in ocular disease, Prog Retin Eye Res, 32 (2013) 102-180.

[10] H.G. Augustin, G.Y. Koh, Organotypic vasculature: From descriptive heterogeneity to functional pathophysiology, Science, 357 (2017).

[11] N. Lal, K. Puri, B. Rodrigues, Vascular Endothelial Growth Factor B and Its Signaling, Front Cardiovasc Med, 5 (2018) 39.

[12] J.M. Boucher, R.P. Clark, D.C. Chong, K.M. Citrin, L.A. Wylie, V.L. Bautch, Dynamic alterations in decoy VEGF receptor-1 stability regulate angiogenesis, Nat Commun, 8 (2017) 15699.

[13] M.R. Robciuc, R. Kivela, I.M. Williams, J.F. de Boer, T.H. van Dijk, H. Elamaa, F. Tigistu-Sahle, D. Molotkov, V.M. Leppanen, R. Kakela, L. Eklund, D.H. Wasserman, A.K. Groen, K. Alitalo, VEGFB/VEGFR1-Induced Expansion of Adipose Vasculature Counteracts Obesity and Related Metabolic Complications, Cell Metab, 23 (2016) 712-724.

[14] H. Zhang, Y. He, S. Dai, Z. Xu, Y. Luo, T. Wan, D. Luo, D. Jones, S. Tang, H. Chen, W.C. Sessa, W. Min, AIP1 functions as an endogenous inhibitor of VEGFR2-mediated signaling and inflammatory angiogenesis in mice, J Clin Invest, 118 (2008) 3904-3916.

[15] Y.L. Tsai, K.F. Hua, A. Chen, C.W. Wei, W.S. Chen, C.Y. Wu, C.L. Chu, Y.L. Yu, C.W. Lo, S.M. Ka, NLRP3 inflammasome: Pathogenic role and potential therapeutic target for IgA nephropathy, Sci Rep, 7 (2017) 41123.

[16] M. Zhang, C. Xu, H.Z. Wang, Y.N. Peng, H.O. Li, Y.J. Zhou, S. Liu, F. Wang, L. Liu, Y. Chang, Q. Zhao, J. Liu, Soft fibrin matrix downregulates DAB2IP to promote Nanog-dependent growth of colon tumor-repopulating cells, Cell Death Dis, 10 (2019) 151.

[17] M.Y. Zhang, Y.X. Jiang, Y.C. Yang, J.Y. Liu, C. Huo, X.L. Ji, Y.Q. Qu, Cigarette smoke extract induces pyroptosis in human bronchial epithelial cells through the ROS/NLRP3/caspase-1 pathway, Life Sci, 269 (2021) 119090.

[18] P. Ben-Av, L.J. Crofford, R.L. Wilder, T. Hla, Induction of vascular endothelial growth factor expression in synovial fibroblasts by prostaglandin E and interleukin-1: a potential mechanism for inflammatory angiogenesis, FEBS Lett, 372 (1995) 83-87.

[19] B. El Awad, B. Kreft, E.M. Wolber, T. Hellwig-Burgel, E. Metzen, J. Fandrey, W. Jelkmann, Hypoxia and interleukin-1beta stimulate vascular endothelial growth factor production in human proximal tubular cells, Kidney Int, 58 (2000) 43-50.

[20] Y.D. Jung, W. Liu, N. Reinmuth, S.A. Ahmad, F. Fan, G.E. Gallick, L.M. Ellis, Vascular endothelial growth factor is upregulated by interleukin-1 beta in human vascular smooth muscle cells via the P38 mitogen-activated protein kinase pathway, Angiogenesis, 4 (2001) 155-162.

[21] E. Mulvihill, L. Sborgi, S.A. Mari, M. Pfreundschuh, S. Hiller, D.J. Muller, Mechanism of membrane pore formation by human gasdermin-D, EMBO J, 37 (2018).

[22] L. Celkova, S.L. Doyle, M. Campbell, NLRP3 Inflammasome and Pathobiology in AMD, J Clin Med, 4 (2015) 172-192.

[23] J.R. Lukens, P. Gurung, P.J. Shaw, M.J. Barr, M.H. Zaki, S.A. Brown, P. Vogel, H. Chi, T.D. Kanneganti, The NLRP12 Sensor Negatively Regulates Autoinflammatory Disease by Modulating Interleukin-4 Production in T Cells, Immunity, 42 (2015) 654-664.

[24] S.N. Udden, Y.T. Kwak, V. Godfrey, M.A.W. Khan, S. Khan, N. Loof, L. Peng, H. Zhu, H. Zaki, NLRP12 suppresses hepatocellular carcinoma via downregulation of cJun N-terminal kinase activation in the hepatocyte, Elife, 8 (2019).

[25] G.I. Vladimer, D. Weng, S.W. Paquette, S.K. Vanaja, V.A. Rathinam, M.H. Aune, J.E. Conlon, J.J. Burbage, M.K. Proulx, Q. Liu, G. Reed, J.C. Mecsas, Y. Iwakura, J. Bertin, J.D. Goguen, K.A. Fitzgerald, E. Lien, The NLRP12 inflammasome recognizes Yersinia pestis, Immunity, 37 (2012) 96-107.

[26] Q. Xu, T. Qaum, A.P. Adamis, Sensitive blood-retinal barrier breakdown quantitation using Evans blue, Invest Ophthalmol Vis Sci, 42 (2001) 789-794.

[27] S. Tual-Chalot, K.R. Allinson, M. Fruttiger, H.M. Arthur, Whole mount immunofluorescent staining of the neonatal mouse retina to investigate angiogenesis in vivo, J Vis Exp, (2013) e50546.

[28] C.H. Alves, R. Fernandes, A.R. Santiago, A.F. Ambrosio, Microglia Contribution to the Regulation of the Retinal and Choroidal Vasculature in Age-Related Macular Degeneration, Cells, 9 (2020).

[29] J.V. Forrester, L. Kuffova, M. Delibegovic, The Role of Inflammation in Diabetic Retinopathy, Front Immunol, 11 (2020) 583687.

[30] J. Zhang, H.J. Zhou, W. Ji, W. Min, AIP1-mediated stress signaling in atherosclerosis and arteriosclerosis, Curr Atheroscler Rep, 17 (2015) 503.

[31] Q. Huang, L. Qin, S. Dai, H. Zhang, S. Pasula, H. Zhou, H. Chen, W. Min, AIP1 suppresses atherosclerosis by limiting hyperlipidemia-induced inflammation and vascular endothelial dysfunction, Arterioscler Thromb Vasc Biol, 33 (2013) 795-804.

[32] T. Wan, T. Liu, H. Zhang, S. Tang, W. Min, AIP1 functions as Arf6-GAP to negatively regulate TLR4 signaling, J Biol Chem, 285 (2010) 3750-3757.

[33] H. Chen, Y. Deng, X. Gan, Y. Li, W. Huang, L. Lu, L. Wei, L. Su, J. Luo, B. Zou, Y. Hong, Y. Cao, Y. Liu, W. Chi, NLRP12 collaborates with NLRP3 and NLRC4 to promote pyroptosis inducing ganglion cell death of acute glaucoma, Mol Neurodegener, 15 (2020) 26.

[34] H. Chen, X. Gan, Y. Li, J. Gu, Y. Liu, Y. Deng, X. Wang, Y. Hong, Y. Hu, L. Su, W. Chi, NLRP12- and NLRC4-mediated corneal epithelial pyroptosis is driven by GSDMD cleavage accompanied by IL-33 processing in dry eye, Ocul Surf, 18 (2020) 783-794.

[35] S.S. Oladipupo, C. Smith, A. Santeford, C. Park, A. Sene, L.A. Wiley, P. Osei-Owusu, J. Hsu, N. Zapata, F. Liu, R. Nakamura, K.J. Lavine, K.J. Blumer, K. Choi, R.S. Apte, D.M. Ornitz, Endothelial cell FGF signaling is required for injury response but not for vascular homeostasis, Proc Natl Acad Sci U S A, 111 (2014) 13379-13384.

[36] S. Schoors, U. Bruning, R. Missiaen, K.C. Queiroz, G. Borgers, I. Elia, A. Zecchin, A.R. Cantelmo, S. Christen, J. Goveia, W. Heggermont, L. Godde, S. Vinckier, P.P. Van Veldhoven, G. Eelen, L. Schoonjans, H. Gerhardt, M. Dewerchin, M. Baes, K. De Bock, B. Ghesquiere, S.Y. Lunt, S.M. Fendt, P. Carmeliet, Fatty acid carbon is essential for dNTP synthesis in endothelial cells, Nature, 520 (2015) 192-197.

[37] X. Wu, H. Zhang, W. Qi, Y. Zhang, J. Li, Z. Li, Y. Lin, X. Bai, X. Liu, X. Chen, H. Yang, C. Xu, Y. Zhang, B. Yang, Nicotine promotes atherosclerosis via ROS-NLRP3-mediated endothelial cell pyroptosis, Cell Death Dis, 9 (2018) 171.

[38] Y. Zhang, X. Liu, X. Bai, Y. Lin, Z. Li, J. Fu, M. Li, T. Zhao, H. Yang, R. Xu, J. Li, J. Ju, B. Cai, C. Xu, B. Yang, Melatonin prevents endothelial cell pyroptosis via regulation of long noncoding RNA MEG3/miR-223/NLRP3 axis, J Pineal Res, 64 (2018).

[39] T.A. Ferguson, R.S. Apte, Angiogenesis in eye disease: immunity gained or immunity lost?, Semin Immunopathol, 30 (2008) 111-119.

[40] S. Sivaprasad, A.T. Prevost, J.C. Vasconcelos, A. Riddell, C. Murphy, J. Kelly, J. Bainbridge, R. Tudor-Edwards, D. Hopkins, P. Hykin, C.S. Group, Clinical efficacy of intravitreal aflibercept versus panretinal photocoagulation for best corrected visual acuity in patients with proliferative diabetic retinopathy at 52 weeks (CLARITY): a multicentre, single-blinded, randomised, controlled, phase 2b, non-inferiority trial, Lancet, 389 (2017) 2193-2203.

[41] S.B. Bressler, D. Liu, A.R. Glassman, B.A. Blodi, A.A. Castellarin, L.M. Jampol, P.L. Kaufman, M. Melia, H. Singh, J.A. Wells, N. Diabetic Retinopathy Clinical Research, Change in Diabetic Retinopathy Through 2 Years: Secondary Analysis of a Randomized Clinical Trial Comparing Aflibercept, Bevacizumab, and Ranibizumab, JAMA Ophthalmol, 135 (2017) 558-568.

[42] D.K. Wallace, R.T. Kraker, S.F. Freedman, E.R. Crouch, A.K. Hutchinson, A.R. Bhatt, D.L. Rogers, M.B. Yang, K.M. Haider, D.K. VanderVeen, R.M. Siatkowski, T.W. Dean, R.W. Beck, M.X. Repka, L.E. Smith, W.V. Good, M.E. Hartnett, L. Kong, J.M. Holmes, G. Pediatric Eye Disease Investigator, Assessment of Lower Doses of Intravitreous Bevacizumab for Retinopathy of Prematurity: A Phase 1 Dosing Study, JAMA Ophthalmol, 135 (2017) 654-656.

[43] C.K. Domigan, C.M. Warren, V. Antanesian, K. Happel, S. Ziyad, S. Lee, A. Krall, L. Duan, A.X. Torres-Collado, L.W. Castellani, D. Elashoff, H.R. Christofk, A.M. van der Bliek, M. Potente, M.L. Iruela-Arispe, Autocrine VEGF maintains endothelial survival through regulation of metabolism and autophagy, J Cell Sci, 128 (2015) 2236-2248.

[44] J.R. Sierra, S. Corso, L. Caione, V. Cepero, P. Conrotto, A. Cignetti, W. Piacibello, A. Kumanogoh, H. Kikutani, P.M. Comoglio, L. Tamagnone, S. Giordano, Tumor angiogenesis and progression are enhanced by Sema4D produced by tumor-associated macrophages, J Exp Med, 205 (2008) 1673-1685.

[45] L.M. DeBusk, K. Boelte, Y. Min, P.C. Lin, Heterozygous deficiency of delta-catenin impairs pathological angiogenesis, J Exp Med, 207 (2010) 77-84.

[46] H.J. Zhou, X. Chen, Q. Huang, R. Liu, H. Zhang, Y. Wang, Y. Jin, X. Liang, L. Lu, Z. Xu, W. Min, AIP1 mediates vascular endothelial cell growth factor receptor-3-dependent angiogenic and lymphangiogenic responses, Arterioscler Thromb Vasc Biol, 34 (2014) 603-615.

[47] H. Chen, Y. Li, J. Gu, L. Yin, F. Bian, L. Su, Y. Hong, Y. Deng, W. Chi, TLR4-MyD88 pathway promotes the imbalanced activation of NLRP3/NLRP6 via caspase-8 stimulation after alkali burn injury, Exp Eye Res, 176 (2018) 59-68.

[48] Q. Li, X. Hua, L. Li, X. Zhou, Y. Tian, Y. Deng, M. Zhang, X. Yuan, W. Chi, AIP1 suppresses neovascularization by inhibiting the NOX4-induced NLRP3/NLRP6 imbalance in a murine corneal alkali burn model, Cell Commun Signal, 20 (2022) 59.

[49] C. Wei, W. Jiang, R. Wang, H. Zhong, H. He, X. Gao, S. Zhong, F. Yu, Q. Guo, L. Zhang, L.D.J. Schiffelers, B. Zhou, M. Trepel, F.I. Schmidt, M. Luo, F. Shao, Brain endothelial GSDMD activation mediates inflammatory BBB breakdown, Nature, 629 (2024) 893-900.

[50] M. Shibuya, Structure and dual function of vascular endothelial growth factor receptor-1 (Flt-1), Int J Biochem Cell Biol, 33 (2001) 409-420.

[51] S.S. Chaurasia, R.R. Lim, B.H. Parikh, Y.S. Wey, B.B. Tun, T.Y. Wong, C.D. Luu, R. Agrawal, A. Ghosh, A. Mortellaro, E. Rackoczy, R.R. Mohan, V.A. Barathi, The NLRP3 Inflammasome May Contribute to Pathologic Neovascularization in the Advanced Stages of Diabetic Retinopathy, Sci Rep, 8 (2018) 2847.

[52] N. Tisch, A. Freire-Valls, R. Yerbes, I. Paredes, S. La Porta, X. Wang, R. Martin-Perez, L. Castro, W.W. Wong, L. Coultas, B. Strilic, H.J. Grone, T. Hielscher, C. Mogler, R.H. Adams, P. Heiduschka, L. Claesson-Welsh, M. Mazzone, A. Lopez-Rivas, T. Schmidt, H.G. Augustin, C. Ruiz de Almodovar, Caspase-8 modulates physiological and pathological angiogenesis during retina development, J Clin Invest, 129 (2019) 5092-5107.

[53] L. Todd, I. Palazzo, L. Suarez, X. Liu, L. Volkov, T.V. Hoang, W.A. Campbell, S. Blackshaw, N. Quan, A.J. Fischer, Reactive microglia and IL1beta/IL-1R1-signaling mediate neuroprotection in excitotoxin-damaged mouse retina, J Neuroinflammation, 16 (2019) 118.

[54] K. Shekhar, S.W. Lapan, I.E. Whitney, N.M. Tran, E.Z. Macosko, M. Kowalczyk, X. Adiconis, J.Z. Levin, J. Nemesh, M. Goldman, S.A. McCarroll, C.L. Cepko, A. Regev, J.R. Sanes, Comprehensive Classification of Retinal Bipolar Neurons by Single-Cell Transcriptomics, Cell, 166 (2016) 1308-1323 e1330.

[55] B.T. Kalish, L. Cheadle, S. Hrvatin, M.A. Nagy, S. Rivera, M. Crow, J. Gillis, R. Kirchner, M.E. Greenberg, Single-cell transcriptomics of the developing lateral geniculate nucleus reveals insights into circuit assembly and refinement, Proc Natl Acad Sci U S A, 115 (2018) E1051-E1060.

[56] W. Samuel, C. Jaworski, O.A. Postnikova, R.K. Kutty, T. Duncan, L.X. Tan, E. Poliakov, A. Lakkaraju, T.M. Redmond, Appropriately differentiated ARPE-19 cells regain phenotype and gene expression profiles similar to those of native RPE cells, Mol Vis, 23 (2017) 60-89.

[57] A.S. Kalluri, S.K. Vellarikkal, E.R. Edelman, L. Nguyen, A. Subramanian, P.T. Ellinor, A. Regev, S. Kathiresan, R.M. Gupta, Single-Cell Analysis of the Normal Mouse Aorta Reveals Functionally Distinct Endothelial Cell Populations, Circulation, 140 (2019) 147-163.

How the deposited data were processed for this re-analysis (not part of the article)

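Single-cell RNA was measured in mouse retinas at P17 from 3 samples with oxygen-induced retinopathy (75% oxygen from P7 to P12) and 3 control samples, each a pool of 2 mice. The authors deposited counts of unique molecular identifiers (UMIs) per gene and barcode, as whole numbers without normalization, for 31053 mouse genes, and every deposited barcode held at least 500 UMIs, so that empty droplets had been removed and free RNA could not be measured in them. The matrix headers give software version 3.1.0. The 6 samples held 165647166 UMIs, between 15788524 and 42606878 each.

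Cells with fewer than 500 or more than 5000 detected genes or more than 20% mitochondrial counts were removed, as the study states. Seurat 5.3.0 in R 4.3.3 integrated the OIR and control datasets by canonical correlation analysis (2000 variable genes, 15 principal components, 20 neighbours, Louvain resolution 0.5). Clusters were named from lists of marker genes, with "-like" added since no other measurement gives the cell types. Raw counts were then summed per sample and cell type. Types with at least 10 cells in every sample were tested, and VEC-like cells were tested in any case.

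The sums of the 3 OIR and 3 control samples were compared with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, no covariate). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 0.25 in size. Named genes that the filter removed were fitted beside the genes it kept. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01. Single values per sample were compared by exact permutation tests with SciPy 1.17.1, where 3 samples against 3 give a p of 0.1 at the lowest. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scanpy 1.11.5. Poisson intervals are exact at 95% and cover counting error only. On simulated counts with 200 changed genes, the test recovered 63.0%, 97.5% and 100% of genes changed 2-fold, 4-fold and 16-fold in Mueller-like sums, and 9.35% of its calls at 2-fold were false.

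The lists of hypoxia, angiogenesis, inflammation, interferon response, NOD-like receptor signaling, blood-retina barrier and choroidal endothelial genes were written by hand, and ribosomal protein genes were taken by symbol. Figure 1D and Figure S1B had been seen when the lists were written, and 4 genes that Figure 1D labels were left out of the interferon list. The text names the genes of Figure 1D and Figure 1E, genes the study names elsewhere, the genes that share the name AIP1, and in each direction the 5 called genes of VEC-like cells with the lowest p among those whose groups do not overlap, which were fewer than 5 in both directions. The genes leading a list are those with the lowest p.

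Alternatives were DESeq2 1.42.0 with its size factors and Wald test, no filter on low counts, each sample left out in turn, the replicate number as a block, clustering without integration (Leiden), a mitochondrial limit of 10%, no upper limit on detected genes, VEC-like cells with a Cldn5 UMI, a rank-sum test over cells, fry, camera with an estimated correlation, Spearman correlation, and cells thinned to 1000 UMIs. Added after the data were seen were a term for the sex of the samples, replicates 2 and 3 alone, Benjamini-Hochberg adjustment of the rank-sum test, and removal of the cells with the highest Scrublet scores at 0.8% per 1000 barcodes. Scrublet's automatic threshold marked 237 cells in OIR replicate 1, 450 in control replicate 1 and 0 in the other 4 samples, so that the removal at that threshold was not run.

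Whether equal replicate numbers pair an OIR with a control sample was checked by correlating, over genes, the deviations of the paired samples from their group means. The correlations were 0.670, 0.298 and 0.506 for sums over all cells and -0.146, -0.0263 and 0.179 for VEC-like sums. Equal numbers thus went together over all cells but not in VEC-like sums. The test set out at the start had no term for the replicate number, which was kept as an alternative, and its values are given where it changed a count or a call.

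Measurements in cultured cells, knockout mice and tissue sections, raw reads, the Hallmark, KEGG and Gene Ontology sets, and cell-cell signaling were not used here. The 722 cells of unnamed clusters entered no test, and VSMC-like and astrocyte-like cells were too few for one.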

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

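Of the tests in this part, those of dilution, sex, replicate 1 and endothelial sub-clusters for Dab2ip, the other splits for VEC-like cells, and the tests of sex, of UMIs per cell and of library depth for Mueller-like cells were chosen after the result was seen.

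The OIR effect on Dab2ip differed at an adjusted p under 0.05 between VEC-like cells and 3 of 8 other cell types, in edgeR's quasi-likelihood test. Its log2 fold change in VEC-like cells was lower than in Mueller-like cells by -1.63 (adjusted p = 0.0484 over 8 types, from edgeR's quasi-likelihood test of the interaction), than in cone-like cells by -2.15 (0.0357) and than in rod-like cells by -1.84 (0.0484). Against the other 5 types the adjusted p lay between 0.0690 and 0.152, with a difference of opposite sign against microglia-like cells (1.69). Against all other cells together the difference was -1.69, at an unadjusted p above 0.05. Each sample gave both columns of a contrast, so that the columns are not independent replicates. The p-values of these interactions match a normal distribution, which takes the variance as known. With so few samples they may be too small, so that the difference is not settled. The VEC-like side rests on 22 Dab2ip UMIs in the OIR group. The sex of the samples stays open. With sex as a term the log2 fold change was -1.75 (standard error 0.68), but both samples with Xist RNA are controls, so that this value rests on control replicate 1 as the only control of the same sex as the OIR samples. Dilution of endothelial RNA by other RNA stays open. All 9 endothelial markers were lower in the OIR group, and Dab2ip lay -0.61 from their median, slightly more than its standard error of 0.56, but within their range from -2.37 to -0.33. The sum of OIR replicate 3, with 2 Cldn5 UMIs in 7 cells, had hardly any endothelial RNA. The replicate 1 samples may carry much of the fall, since replicates 2 and 3 alone gave -0.73 (standard error 0.91), which excludes neither 0 nor the full effect. Different shares of endothelial sub-clusters stay open too. Within 1 sub-cluster of replicate 1 the ratio of OIR to control was 0.435 (exact 95% interval 0.221 to 0.839), and this is a single sample per group. An effect of the OIR model on Dab2ip in VECs cannot be told apart from these.

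The hypoxia list differed between rod bipolar-like and rod-like cells, where its effect was higher in the former by a median of 0.89 on the log2 scale (22 of 23 genes higher, adjusted p = 1.77e-23 by camera and 0.00113 by fry, over 2 lists). The interferon list, the other of the 2, differed the same way, by 0.68 (8 of 9 genes higher, adjusted p = 2.89e-04 by camera and 0.0389 by fry). The contrast is thus not particular to hypoxia genes. In rod bipolar-like cells the hypoxia list rose by 0.44 and in rod-like cells it changed by -0.30. The latter change did not hold under fry or an estimated correlation, and the former call did not hold under fry once adjusted over 7 lists (0.0737) or an estimated correlation. The list also fell in cone-like cells, by -0.20 (adjusted p = 0.0371 by camera and 0.0498 by fry), and rose in cone bipolar-like cells, by 0.34 (1.47e-07 by camera and 0.285 by fry), so that the contrast is not particular to rod-like and rod bipolar-like cells. Free RNA of Mueller-like cells does not account for the genes called higher in rod bipolar-like cells, since 12 of 117 were also called higher in Mueller-like cells, 8 were more than 10-fold higher there, and 0 met both conditions. Sex stays open here too. With sex as a term the medians were 0.70 in rod bipolar-like and -0.27 in rod-like cells, again with control replicate 1 as the only control of the same sex. Different responses of both cell types to ischemia remain an untested explanation.

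Genes differed between the groups in cell types for which the study reports no comparison of genes other than AIP1. In Mueller-like cells 321 genes were called. Of 10 splits of the 6 samples into 3 and 3, only the real one, 1 of 10, gave as many, and the others gave 0 by edgeR. Since 10 splits cannot give a share below 0.1, the splits alone cannot exclude chance. Sex stays open. With sex as a term all 321 kept their direction, but that fit too has control replicate 1 as its only control of the same sex, so that it cannot decide. A larger share of low-UMI Mueller-like cells does not account for the 209 genes (65.1%) that stayed called within the high-UMI cluster alone. For the other called genes that share stays open. Depth was weighed per cell and per library. The median UMIs per Mueller-like cell were 8025, 2751 and 2242.5 in the OIR replicates and 5966, 7964 and 6343 in the control replicates. Fewer UMIs per cell in OIR replicates 2 and 3 do not account for the 209 genes also called in the high-UMI cluster alone (65.1%), since the medians there were 10393, 12197 and 10872 in the OIR replicates and 7552.5, 11738.5 and 8093 in the control replicates, and all 311 of the called genes that were tested there kept their direction. For the other called genes this stays open. With log2 of the median UMIs per Mueller-like cell as a term, 40.8% of the 321 genes stayed called and all 321 kept their direction, and since that term goes with the groups, the loss decides nothing. Both replicate 1 samples are the deepest libraries of their group. With the replicate number as a block 97.2% of the 321 genes stayed called, all 321 kept their direction and 435 genes were called in all. The block takes out only depth shared by samples of equal number, which is balanced between the groups. Depth within pairs stays open. The Mueller-like sums held 7942685, 3424298 and 3296043 UMIs in OIR replicates 1, 2 and 3. In control replicates 1, 2 and 3 they held 5840664, 2576424 and 1706947. A response of Mueller-like cells to the OIR model cannot be told apart from sex or from depth that differs within pairs. For the genes not called in the high-UMI cluster, it cannot be told apart from UMIs per cell or the share of low-UMI cells either.

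In rod-like cells 304 genes were called, in rod bipolar-like cells 226, in cone-like cells 113 and in cone bipolar-like cells 88. For each of these types, 1 of 10 splits, the real one, gave as many calls, so that the splits alone cannot exclude chance. The highest count of another split was 3, in cone-like cells, and the other splits that part all samples of equal number called 0 by edgeR. With the replicate number as a block, the calls were 1237 in rod-like, 615 in rod bipolar-like, 548 in cone bipolar-like and 399 in cone-like cells. Sex stays open in each of these types, since the fit with sex as a term has control replicate 1 as its only control of the same sex. In rod-like cells 4 of the 304 genes were haemoglobin genes. Totals also moved with single samples. In rod-like cells they ran from 42 without control replicate 2 to 1017 without control replicate 1, with 478 without OIR replicate 1 and 44 without OIR replicate 2, OIR replicate 3 or control replicate 3. A biological response of these cells cannot be told apart from sex, and the totals depend on single samples.

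Lens gamma crystallins reached 2749.5 CPM in OIR replicate 2 and at most 4.15 CPM in the other 5 samples, in genes that the study does not discuss. A cluster led by crystallins held 130 of its 331 cells in that sample. The level in 1 sample gives no comparison between the groups, and no explanation, technical or biological, was tested.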

How the results depend on the processing

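Of the alternatives in this part, the term for the sex of the samples, replicates 2 and 3 alone, Benjamini-Hochberg adjustment of the rank-sum test and the removal of the highest Scrublet scores were chosen after the results were seen. Where a value changed, the cause was not tested, except that fewer samples or fewer genes enter some alternatives by construction.

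The counts of genes called in VEC-like cells (1 higher, 3 lower) were 103 and 17 with no low-count filter, which tests 14109 genes in place of 935, and 4 and 5 with DESeq2. They were 7 higher with clustering without integration and 13 higher and 19 lower with no upper gene limit. With VEC-like cells with a Cldn5 UMI 0 were higher by edgeR (70 of either direction at an unadjusted p under 0.05, and 4 higher by DESeq2 in all VEC-like cells). With the sex covariate 0 and 0 were called (46 at an unadjusted p under 0.05), and in replicates 2 and 3 alone 0 and 0 (72). The rank-sum test over cells gave 18 and 80, and with Benjamini-Hochberg adjustment 105 and 525. With each sample left out, between 1 and 6 were higher, at 3, 2 and 6 without OIR replicates 1, 2 and 3, and between 2 and 4 were lower.

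With the replicate block, which pairs samples of equal number, edgeR called 0 and 0 genes in VEC-like cells (49 at an unadjusted p under 0.05), and the log2 fold change of Dab2ip was -1.46. The angiogenesis median was then 0.14. The block raised the calls to 615 in rod bipolar-like, 1237 in rod-like, 548 in cone bipolar-like and 399 in cone-like cells.

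Dab2ip stayed lower in the OIR group in VEC-like cells under all 18 alternatives, between -1.75 and -0.73, and its adjusted p passed 0.05 only in the rank-sum test over cells with Benjamini-Hochberg adjustment (-0.91, adjusted p = 0.00113, in a range from 0.00113 to 0.871). Its difference from the effect in all other cells (-1.69) kept its direction under all 13 alternatives. The unadjusted p fell under 0.05 with no low-count filter (-1.71), DESeq2 (-1.73), clustering without integration (-1.54), the highest Scrublet scores removed (-1.71) and VEC-like cells with a Cldn5 UMI (-1.88), and without OIR replicate 3 (-1.69), in a range from -1.89 to -1.40 with each sample left out. The number of other cell types with a change of Dab2ip was 1, microglia-like cells, with clustering without integration and 1, the same, with no upper gene limit. The difference in level from amacrine-like cells (0.04) reversed with clustering without integration (-0.0440), a mitochondrial limit of 10% (-0.0164) and no upper gene limit (-0.0116).

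Over 18 named genes other than Dab2ip and over the choroidal and NOD-like receptor lists there were 322 values under alternatives on summed counts, of which 279 kept direction and side of the threshold, 23 reversed, 18 fell short of it (all of Bsg, Slc16a1, Spock2 and S100a6) and 2 newly passed it. The reversed genes were Wdr1 (-0.0198 to 0.59 with each sample left out), Magi2 (-3.95 to 1.72, 1.17 with DESeq2 and 0.16 with the highest Scrublet scores removed), Ctsl (-0.57 to 0.36, and 0.66 in replicates 2 and 3 alone), Klf9 (-1.44 to 0.30, and 0.97 in replicates 2 and 3 alone), Flt1 (0.0539 with clustering without integration) and Pycard (-5.35 to 0.76, -0.0573 with DESeq2, -1.03 with VEC-like cells with a Cldn5 UMI and -3.39 in replicates 2 and 3 alone). Magi2 had 11 UMIs and Pycard 26. Named genes were compared in the fit that has them beside the filtered genes, where the adjusted p was 0.00439 for Bsg, 0.00769 for Slc16a1 and 0.0274 for Spock2. The rank-sum tests over cells stand outside this tally. Of the Figure 1E genes other than Dab2ip, they called Lims2 and Wfdc1 with Bonferroni adjustment, and also Apoe, Ctsl and Klf9 with Benjamini-Hochberg adjustment. Of the other named genes, they called Bsg, S100a6, Slc16a1, Spock2, Flt1 and Cldn5 with Bonferroni adjustment.

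Among the lists in VEC-like cells, the barrier list stayed lower under all 18 alternatives and its unadjusted p rose above 0.05 only with an estimated correlation (-1.23), while adjusted over 7 lists it passed under neither that (0.623) nor fry (0.293). The hypoxia list was lower with no low-count filter (-0.72) and no upper gene limit (-0.60), reversed with a mitochondrial limit of 10% (0.0150), and ran from -0.70 to 0.15 with each sample left out, at 0.09, 0.15, 0.11 and 0.04 without OIR replicates 2 and 3 and control replicates 1 and 3. The angiogenesis list reversed with clustering without integration (0.0791), no upper gene limit (0.26) and the sex covariate (1.00), and ran from -0.59 without control replicate 1 to 0.0302 without OIR replicate 3. The interferon list reversed with no low-count filter (0.10), clustering without integration (0.50) and the sex covariate (0.55), passed 0.05 with no upper gene limit (-0.42) and in replicates 2 and 3 alone (-2.73), and ran from -2.68 to 0.46 with each sample left out, at -2.68, 0.42, 0.46 and 0.11 without OIR replicates 1, 2 and 3 and control replicate 3. The ribosomal protein genes (0.12) lost their p under fry (0.12) and an estimated correlation (0.12) and with the sex covariate (0.0272), reversed with no low-count filter (-0.12) and in replicates 2 and 3 alone (-0.0150), and ran from -0.27 to 0.42, where its p was lost at 0.18, 0.16 and 0.13 without OIR replicate 3 and control replicates 1 and 3, and it reversed at -0.27 and -0.03 without OIR replicate 1 and control replicate 2. The choroidal endothelial list reversed with clustering without integration (0.39), VEC-like cells with a Cldn5 UMI (0.10) and the sex covariate (0.62), and ran from -0.56 to 0.33, at 0.33 and 0.25 without OIR replicate 3 and control replicate 2. The NOD-like receptor list reversed with VEC-like cells with a Cldn5 UMI (0.10), and ran from -0.63 to 0.0942, at 0.0942 and 0.0906 without OIR replicate 2 and control replicate 1. Its correlation with Dab2ip, relative to random lists, fell to 0.0205 with a mitochondrial limit of 10% and 0.0178 with no upper gene limit in OIR replicate 1, and reversed in control replicate 1 with Spearman correlation (0.00454) and a mitochondrial limit of 10% (0.00290).

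With no low-count filter the called genes numbered 710 in Mueller-like, 602 in rod bipolar-like, 588 in rod-like, 423 in cone bipolar-like, 315 in cone-like and 134 in microglia-like cells. With no upper gene limit they numbered 105 in Mueller-like, 524 in rod-like, 26 in cone-like and 30 in microglia-like cells. With clustering without integration they numbered 89 in rod-like and 23 in microglia-like cells, with the sex covariate 35 in rod-like, 349 in cone bipolar-like and 22 in microglia-like cells, and with DESeq2 666 in rod-like and 17 in microglia-like cells. With each sample left out the totals ran from 79 to 407 in Mueller-like, 80 to 349 in rod bipolar-like, 42 to 1017 in rod-like, 21 to 208 in cone bipolar-like, 56 to 233 in cone-like and 3 to 43 in microglia-like cells. With an estimated correlation, the hypoxia list lost its p in Mueller-like (0.37), rod bipolar-like (0.44) and rod-like cells (-0.30), as did the angiogenesis (0.48) and interferon lists (1.30) in Mueller-like cells. Under fry the interferon list in Mueller-like cells (1.30) and the hypoxia list in rod-like cells (-0.30) lost it before adjustment, and adjusted over 7 lists the hypoxia (0.138) and angiogenesis (0.138) lists in Mueller-like and the hypoxia list in rod bipolar-like cells (0.0737) did not pass under fry either.

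The VEC-like share of cells and the level of Dab2ip in VEC-like against rod-like cells kept direction and side of the threshold under the 6 alternatives run on each, and 19 and 21 clusters stood beside 24. The hypoxia median in VSMC-like cells, which was not tested, changed from -0.15 to 0.16 with no upper gene limit. Scrublet's own threshold was not run. Depth limits the VEC-like results, since the OIR sums of replicates 2 and 3 held 10420 and 13758 UMIs, and simulated 2-fold changes were recovered in 0.5% of genes.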

Differences from the paper's values

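The paper reports 18 genes higher in VECs of the OIR group, and the summed counts gave 1 with edgeR's quasi-likelihood test. The paper names a Wilcoxon test in its methods and a Wald test at Figure 1D, and does not state what it took as replicates. The test here took samples. Of the alternatives set before the data were examined, the rank-sum test over cells (18) and edgeR with no upper limit on detected genes (13) lay within 1.5 times the paper's value. The other alternatives did not, at 103 without the filter on low counts, 7 with clustering without integration, 4 with DESeq2, 0 with the replicate block or with VEC-like cells with a Cldn5 UMI, 1 with a mitochondrial limit of 10%, and 1 to 6 with each sample left out. The 18 genes called by the rank-sum test included 0 of the 18 genes that Figure 1D labels as higher, all of which had a positive fitted log2 fold change.

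The paper reports 66 genes lower in VECs of the OIR group, and the summed counts gave 3. The rank-sum test over cells, set before the data were examined, gave 80, within 1.5 times the paper's value, and called 13 of the 14 genes that Figure 1D labels as lower. The other alternatives of that kind did not, at 19 with no upper limit on detected genes, 17 without the filter, 5 with DESeq2, 4 without integration, 3 with a mitochondrial limit of 10% or with VEC-like cells with a Cldn5 UMI, 0 with the replicate block, and 2 to 4 with each sample left out. Benjamini-Hochberg adjustment of the rank-sum test was chosen after seeing the values and did not close the gap, at 105 and 525 genes, but it called all 14 lower genes and 5 of the 18 higher genes of Figure 1D, dropping 13 of the latter.

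The paper states that the genes of Figure 1E, AIP1 among them, are differentially expressed, while 0 of the 6 were called by edgeR (4 at an unadjusted p under 0.05) or by DESeq2. All 6 had a negative fitted log2 fold change, although the mean CPM of Klf9 was 234 in the OIR and 225 in the control group. Dab2ip had a log2 fold change of -1.52 and an adjusted p of 0.368. The rank-sum test with Bonferroni adjustment called Lims2 and Wfdc1 of these genes, edgeR with no upper limit on detected genes called Wfdc1 (adjusted p = 0.0294, in a range from 5.32e-05 to 0.474), and the rank-sum test with Benjamini-Hochberg adjustment, chosen after seeing the values, called all 6, with Dab2ip at 0.00113 (in a range from 0.00113 to 0.871).

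The paper states higher activity of hypoxia and angiogenesis genes in VECs and VSMCs of the OIR group. Figure 1C, cited for this, shows cell types without a split into groups, so the 2 comparisons are not known to be alike. The hand-written lists, which are not the paper's sets, had medians of -0.09 and -0.21 in VEC-like cells and of -0.15 and -0.33 in VSMC-like cells. With no upper limit on detected genes, the angiogenesis median in VEC-like cells was 0.26, without integration it was 0.08, and with sex as a term, chosen after seeing the values, it was 1.00, each at an unadjusted camera p under 0.05. Over all alternatives the hypoxia median in VEC-like cells ran from -0.72 to 0.15 and the angiogenesis median from -0.59 to 1.00. In Mueller-like cells both lists were higher, at 0.37 and 0.48.

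The paper states that AIP1 is specific to VECs, and Figure 1F shows it in amacrine cells, bipolar cells and VSMCs too. Dab2ip reached 270 CPM in VEC-like and 195 CPM in amacrine-like cells of the control group, and against rod-like cells the VEC-like level was higher in 6 of 6 samples.

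The legend of Figure S1B names genes lower in the OIR group beside ribosome terms. The ribosomal protein genes had a median log2 fold change of 0.12, with 52 of 78 higher.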

Other observations

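Of the tests in this part, those of dilution for the barrier list, of haemoglobin RNA and of the sex of the pups, and the count of other splits for VEC-like cells, were chosen after the result was seen.

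A list of 23 blood-retina barrier genes, none of them labelled in Figure 1D, had 9 genes past the count filter in VEC-like cells. All 9 were lower in the OIR group, with a median log2 fold change of -1.23 (adjusted p = 1.86e-04 over 7 lists, from camera of limma). Under fry the adjusted p was 0.293, and with an estimated correlation 0.623, so that the call held under neither. With each sample left out the median stayed between -2.16 and -1.28. Of 10 splits of the samples 1, the real one, gave as small a p, and the smallest p of another split was 4.89e-05, so that chance cannot be excluded. Dilution of endothelial RNA in the OIR cells may account for it, since the median of the list lay only -0.32 from that of the endothelial markers. Within 1 sub-cluster of replicate 1 the ratio of OIR to control was 0.653 (exact 95% interval 0.592 to 0.720). In that sub-cluster the list summed to 4747 CPM in OIR replicate 1 and to 7271, 3862 and 5454 CPM in control replicates 1, 2 and 3. Control replicate 2 thus lay below the OIR value, and shares of sub-clusters stay open. A change of the barrier in OIR cannot be told apart from these. Slc7a1 (-2.13), Slc39a10 (-1.81) and Mfsd2a (-1.72) led the list.

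Of 10 splits of the 6 samples, 1, the real one, called as many genes in VEC-like cells, and the others called 0 by edgeR. In microglia-like cells 2 of 10 splits gave as many calls as the real one, with 16 in the other. Chance cannot be excluded for either.

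The choroidal endothelial list, with 4 of 8 genes past the filter, had a median log2 fold change of -0.18 and a mean of 0.19 (adjusted p = 0.885 from camera of limma), so that median and mean differed in sign. Without OIR replicate 3 the median was 0.33, at an unadjusted p under 0.05, and without control replicate 2 it was 0.25.

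Casp8 was higher in Mueller-like cells of the OIR group by 1.33 on the log2 scale (adjusted p = 0.0388 over 8 cell types and 0.0979 over genes, from edgeR).

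Haemoglobin RNA reached 20.8, 8.28 and 7.17 CPM in the OIR replicates and 670, 1471 and 1682 CPM in the control replicates. Free RNA of red blood cells spread over all cells does not account for the control values, since 1% of the control rod-like cells held 97.5% of their haemoglobin UMIs. Barcodes with more than 10% haemoglobin numbered 5, 2 and 2 in the control and 1, 0 and 0 in the OIR replicates. Without them, the control replicates were at 143, 17.4 and 57.2 CPM and the OIR replicates at 15.6, 8.28 and 7.17 CPM. A difference in blood left in the retina was not tested.

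Xist was at 442 CPM or more in every cell type with at least 100000 UMIs in control replicates 2 and 3, and Y-linked RNA was at 107 CPM or more in those of the other 4 samples. This is consistent with pools of female pups in the former and of male pups in the latter. Sex and condition thus overlap in part, since all OIR samples and control replicate 1 carried Y-linked RNA.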
